# Macrophage-Derived Inflammation Induces a Transcriptome Makeover in Mesenchymal Stromal Cells Enhancing Their Potential for Tissue Repair

**DOI:** 10.3390/ijms22020781

**Published:** 2021-01-14

**Authors:** Inés Maldonado-Lasunción, Nick O’Neill, Oliver Umland, Joost Verhaagen, Martin Oudega

**Keywords:** monocytes, immune response, mesenchymal stem cells, growth factors, immunomodulation, regeneration, angiogenesis, survival

## Abstract

Pre-clinical and clinical studies revealed that mesenchymal stromal cell (MSC) transplants elicit tissue repair. Conditioning MSC prior to transplantation may boost their ability to support repair. We investigated macrophage-derived inflammation as a means to condition MSC by comprehensively analyzing their transcriptome and secretome. Conditioning MSC with macrophage-derived inflammation resulted in 3208 differentially expressed genes, which were annotated with significantly enriched GO terms for 1085 biological processes, 85 cellular components, and 79 molecular functions. Inflammation-mediated conditioning increased the secretion of growth factors that are key for tissue repair, including vascular endothelial growth factor, hepatocyte growth factor, nerve growth factor and glial-derived neurotrophic factor. Furthermore, we found that inflammation-mediated conditioning induces transcriptomic changes that challenge the viability and mobility of MSC. Our data support the notion that macrophage-derived inflammation stimulates MSC to augment their paracrine repair-supporting activity. The results suggest that inflammatory pre-conditioning enhances the therapeutic potential of MSC transplants.

## 1. Introduction

Cell transplantation is a therapeutic solution for damaged tissues with little regenerative capability and for inflammatory disorders [1,2,3,4,5,6]. Mesenchymal stromal cell (MSC) transplants support tissue repair in animal models of various conditions by paracrine triggering endogenous repair mechanisms, including the modulation of the local inflammatory response and revascularization [7,8,9,10,11]. Reciprocally, MSCs respond to signals in the damaged tissue environment and choreograph repair events with local cells [12,13,14]. The potential and advantages of MSCs for tissue repair prompted current clinical trials for the treatment of, among others, cardiac damage [4,15], spinal cord injury [2], musculoskeletal repair [16,17] and inflammatory disorders [18,19]. Typically, the effects of MSC transplants on tissue repair and function recovery are limited [20,21,22]. The search for means to augment the effects of MSC transplants on tissue repair is ongoing.

A relatively unexplored method to boost the paracrine activities of MSC transplants is conditioning the cells prior to use. Naturally, circulating signaling molecules specific to a damaged tissue stimulate MSCs to home to the wound and participate in repair [23,24,25,26]. Transplantation strategies typically employ unstimulated, naïve, MSCs implanted directly into the damaged target tissue [1,2]. Conditioning can be applied to MSCs before transplantation (i.e., pre-conditioning or priming) with the aim to ease their introduction and augment their repair interactions in the injury site [27]. Previous evidence showed that MSCs exposed to hypoxia [28], lipopolysaccharide (LPS) [28,29], or cytokines [27,30] alter their secretome in support of repair.

We reasoned that exposure to macrophage-derived inflammation could condition MSCs to increase their repair potential. Inflammation is a fundamental event that prepares damaged tissue for the needed restorative processes [31]. Pro-inflammatory macrophages have a predominant role in early and pathologically chronic stages of inflammation [32,33]. MSCs and macrophages are reciprocally interactive during regenerative wound healing [13,14,34,35]. Here, we investigated macrophage-derived inflammation as a means to condition MSCs through analysis of their transcriptome and secretome and assessed the potential therapeutic value of its use as a beneficial pre-conditioning approach before transplantation.

We found that MSCs conditioned by macrophage-derived inflammation upregulate genes and increase the secretion of growth factors widely associated with promoting blood vessel formation, immunomodulation and tissue repair. We also show that this conditioning method induces the downregulation of pro-survival genes for MSCs and upregulates pro-apoptosis genes. The implications of these later findings and the mechanism of action mediating the overall conditioning effect are under investigation in follow-up studies.

## 2. Results

### 2.1. Study Design

We investigated the effect of conditioning MSCs with macrophage-derived inflammation by analyzing their transcriptome and secretome. Our experimental design (Figure 1) involved bone marrow-derived MSCs from four rats cultured in parallel providing four biological replicates. Four conditions (i.e., macrophage-derived inflammatory conditioning and three control conditions) were applied to each of these cultures, resulting in sixteen treated MSC cultures (N = 4, k = 4). The control conditions allowed us to evaluate the baseline gene expression of naïve MSCs (D10), the effect of basal macrophage metabolism (M0CM), and the contribution of the macrophage polarization medium (Pol1) on MSC gene expression (Figure 1). RNA samples from each of these treated MSC cultures were prepared for RNAseq. CM samples collected from each of these cultures, and from the differently polarized macrophage cultures, were used in immunoassays. Personnel blinded to the treatments performed all analyses.

### 2.2. RNAseq Analysis

After conditioning, RNA samples were tested for appropriate quantity, quality and purity, confirming their suitability for preparing libraries and performing sequencing (Supplementary Data Section II). RNA sequencing was performed to evaluate gene expression in MSCs after conditioning with M1CM. 

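The libraries hold MSCs of 4 rats, each rat's cells kept for 24 h in D10, M0CM, Pol1 or M1CM, which gives 16 libraries and n = 4 per condition. Levels are counts per 1e6 counts (CPM) after scaling by the trimmed mean of M-values, as mean ± SD over the 4 libraries of a condition. The mesenchymal marker Thy1 (CD90) was at 1200 ± 202 against 1310 ± 281 CPM in M1CM and D10 (log2 fold change -0.13, standard error 0.16, adjusted p = 0.535), and the integrin chain gene Itgb1 (CD29) fell from 3080 ± 765 to 1370 ± 244 CPM (log2 fold change -1.17, standard error 0.22, adjusted p = 0.000544). Ptprc, which encodes the leukocyte marker CD45, is listed at 0 counts in D10 and in Pol1 and reached 0.351 ± 0.134 CPM in M0CM and 0.115 ± 0.0881 CPM in M1CM, and Cd34 is listed at 0 in all 16 libraries. The edgeR quasi-likelihood test compared conditions over the 13556 genes with at least 10 counts in at least 4 libraries, with Benjamini-Hochberg adjustment. A gene counts as changed at an adjusted p below 0.05, with no minimum fold, and each gene named as changed moved the same way in all 4 rats unless another number is given. Where a group has no counts of a gene, the fold is a lower bound against a floor of 3 counts over the group, and where it has 1 to 3 counts, the ratio comes with its 95% counting interval. D10 rests on DMEM and the other media on RPMI, so every comparison with D10 also compares base media.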

We obtained an average of 70 million clean reads per RNA sample with 87% mapping to the reference rat genome (Table S1) and assembled into genes. Violin plots showed a uniform distribution of gene expression across cultures, indicating the absence of atypical effects of M1CM conditioning on overall gene expression (Figure 2A).

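Between 41.4% and 42.5% of the genes listed lay above 1 FPKM in each of the 16 libraries, and between 41.4% and 42.6% were at 0. Among the genes above 1 FPKM, the median level was 10.31 to 10.93 FPKM in the D10 libraries, 10.64 to 11.23 in M0CM, 11.06 to 11.83 in Pol1 and 11.45 to 11.84 in M1CM, so that the M1CM and D10 ranges do not overlap. The 10 most abundant genes of a library took on average 21.49% of its counts in D10, 19.99% in M0CM, 17.98% in Pol1 and 14.52% in M1CM. Genes of the mitochondrial genome took 1.02% to 1.66% of the counts in D10 and 1.17% to 2.25% in M1CM. These shares are described with no test.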

A total of 26,689 genes were quantified as fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) and used for the analysis of differentially expressed genes (DEG). 

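After M1CM, MSCs expressed genes of the interferon and innate immune response that D10 libraries nearly lacked. Ccl5, a chemokine that attracts T cells and monocytes, was at least 3070-fold higher (82.4 ± 39.6 CPM in M1CM), and Batf2, an interferon-induced transcription factor, at least 3020-fold higher (79.5 ± 10.4 CPM). The ubiquitin-like modifier gene Ubd reached 841 ± 605 against 0.0762 ± 0.069 CPM (log2 fold change 13.44, standard error 0.78, adjusted p = 5.99e-09) and Rsad2, which encodes the antiviral protein viperin, 640 ± 527 against 0.12 ± 0.151 CPM (log2 fold change 12.48, standard error 1.1, adjusted p = 4.11e-07). Csf3, the granulocyte colony-stimulating factor gene, was higher 12100-fold (95% counting interval 2170 to 477000), Acod1, whose enzyme makes itaconate, 8990-fold (95% counting interval 2490 to 74300) and the interferon-induced GTPase gene Gbp1 8910-fold (95% counting interval 1600 to 352000). In the other direction, Pln, whose product restrains the calcium pump of the sarcoplasmic reticulum, was at least 67.6-fold lower and Alkal1, a ligand gene of the receptor ALK, at least 106-fold lower. These bounds pool the 4 libraries, and D10 levels varied widely, at 1.84 ± 1.81 CPM for Pln and 2.78 ± 2.93 for Alkal1 (adjusted p = 0.000333 and 0.00533). Cavin2, a caveolar coat gene, fell from 11.1 ± 6.7 to 0.068 ± 0.0566 CPM (log2 fold change -7.26, standard error 0.89, adjusted p = 1.13e-05), Limch1, an activator of non-muscle myosin, from 10.4 ± 3.95 to 0.0397 ± 0.0546 (log2 fold change -7.91, standard error 0.74, adjusted p = 7.65e-07), and Gucy1a1, a subunit gene of the nitric oxide receptor, from 14.9 ± 12.2 to 0.0944 ± 0.0807 (log2 fold change -7.21, standard error 1.20, adjusted p = 0.000201). Over all genes, 3154 were higher and 2861 lower in M1CM than in D10 (n = 4 in each). The 4 D10 libraries together held 8 counts of Ubd.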

We found 3208 DEG under M1CM conditioning, 1428 DEG with Pol1, and 59 with M0CM, relative to those with D10 (Table S2). DEG are visualized in a heat map (Figure 2B) and a co-expression Venn diagram (Figure S1). The full list of DEG is available for reference in the GEO repository under accession GSE161798.

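MSC libraries of one condition resembled each other closely: squared Pearson correlations of log10(FPKM + 1), taken across genes, were 0.969 to 0.982 within D10, 0.97 to 0.984 within Pol1, 0.971 to 0.985 within M0CM and 0.963 to 0.985 within M1CM. M1CM stood furthest from D10, at 0.841 to 0.892, and nearer to Pol1, at 0.918 to 0.959. In principal components of the 2000 most variable genes, the component that carries 63% of the variance places D10 at -74.2 to -53.5, M0CM at -62.3 to -42.1, Pol1 at 14.9 to 43.4 and M1CM at 76.6 to 93.7. The next component, with 11.4%, parts rats 2 and 3 from rats 4 and 8 within each condition. Genes are not independent replicates, so these correlations carry no p-value.

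**Figure D1:**
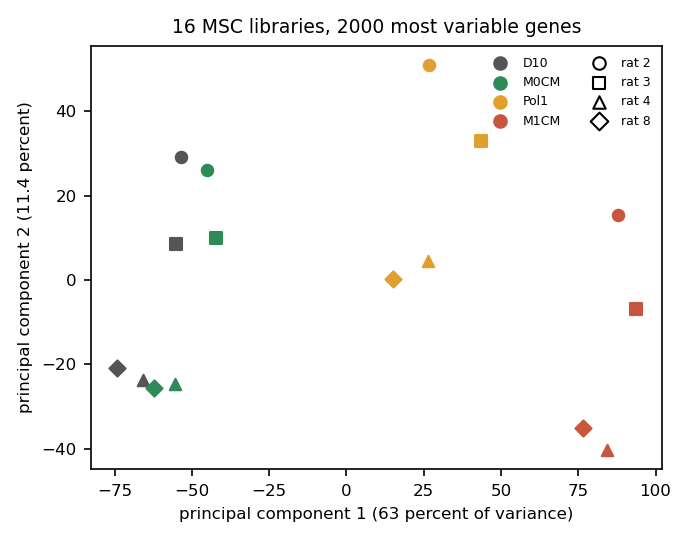
Principal components of the 16 MSC libraries (4 rats in 4 conditions) over the 2000 most variable genes, log2 CPM. Colours give the condition and symbols the rat. Component 1 carries 63% and component 2 11.4% of the variance.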

We found a strong correlation (r^2^ > 0.96) between the expression patterns between samples of the same conditioning group and a high similarity between control groups (Figure 2C), indicating high reliability in the experiment. The correlation between D10 and M0CM-conditioned MSCs was 0.96, indicating that basal M0 macrophage metabolism has no relevant effect on MSC gene expression. 

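In M0CM, 17 genes were higher and 2 lower than in D10 (n = 4 in each). Lyz2, the lysozyme of myeloid cells, rose from 0.0504 ± 0.0429 to 2.33 ± 0.282 CPM (log2 fold change 5.36, standard error 0.62, adjusted p = 0.00496; adjusted p = 0.0525 without rat 2, 0.184 without rat 4 and 0.211 without rat 8), and Sod2, the mitochondrial superoxide dismutase, from 78.2 ± 23.5 to 348 ± 71.6 (log2 fold change 2.15, standard error 0.26, adjusted p = 0.00496; adjusted p = 0.275 without rat 4 and 0.211 without rat 8). Pgk1, an enzyme of glycolysis, rose from 373 ± 29.5 to 790 ± 76.8 CPM (log2 fold change 1.08, standard error 0.15, adjusted p = 0.00957; adjusted p = 0.0534 without rat 2, 0.275 without rat 4 and 0.359 without rat 8), the mitochondrial adenylate kinase gene Ak4 from 10.2 ± 1.85 to 23.9 ± 3.76 (log2 fold change 1.23, standard error 0.17, adjusted p = 0.00957; adjusted p = 0.0534 without rat 2, 0.275 without rat 4 and 0.412 without rat 8) and Egln1, the oxygen sensor that marks HIF for breakdown, from 38.2 ± 4.17 to 68.5 ± 2.52 (log2 fold change 0.84, standard error 0.12, adjusted p = 0.0129; adjusted p = 0.0667 without rat 2, 0.0712 without rat 3, 0.275 without rat 4 and 0.481 without rat 8). With a term for the rat, edgeR kept the calls of Lyz2, Sod2, Pgk1, Ak4 and Egln1 (adjusted p = 0.00113, 0.000381, 0.00279, 0.00148 and 0.00491). The 2 lower genes are the interferon-induced chemokines Cxcl9, at least 14.6-fold lower, and Cxcl11, lower 36.5-fold (95% counting interval 6.18 to 1480), from 48 and 40 counts over the 4 D10 libraries. Reads of M1CM libraries stay open as a source of these D10 counts, so both falls may not be effects of M0CM. Of 11 macrophage and monocyte markers tested, 1 was higher in M0CM and 0 lower, with 7 higher adjusted over the list alone and 5 with a term for the rat (camera adjusted p = 1.7e-05 with an estimated correlation). Over the 4 libraries of a condition, counts in M0CM and D10 were 124 and 13 for the mannose receptor gene Mrc1, 126 and 7 for the NADPH oxidase gene Cybb, 169 and 24 for Laptm5 and 9 and 0 for Tyrobp. Glycolysis genes moved with them: 3 of 17 higher, 14 adjusted over the list alone and 11 with the rat term (camera adjusted p = 0.00794 with an estimated correlation), as did 2 of 21 other HIF targets, 9 adjusted over the list alone and 4 with the rat term (camera adjusted p = 0.00446 with an estimated correlation). Squared correlations between D10 and M0CM libraries were 0.959 to 0.99. At an unadjusted p below 0.05, 650 genes differed. DESeq2 called 60, edgeR with a term for the rat 149, and edgeR without rat 2, 3, 4 or 8 called 3, 7, 0 and 0 (617, 637, 433 and 415 at an unadjusted p below 0.05).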

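The polarization medium alone raised interferon-induced genes in MSCs. Batf2 was at least 1550-fold and Tnfsf10, the death ligand TRAIL, at least 669-fold higher in Pol1 than in D10, and Gbp1 was higher 34300-fold (95% counting interval 6160 to 1360000). Apol11a, an apolipoprotein L gene, rose from 0.0392 ± 0.0594 to 159 ± 27.6 CPM (log2 fold change 11.96, standard error 0.53, adjusted p = 1.12e-08), and Ubd reached 387 ± 174 CPM (log2 fold change 12.33, standard error 0.77, adjusted p = 2.05e-08). Among the genes that fell were Rtn4rl1, a Nogo receptor family gene, from 11 ± 4.4 to 0.485 ± 0.139 CPM (log2 fold change -4.48, standard error 0.51, adjusted p = 1.63e-05), and the activity-dependent transcription factor gene Npas4, to 0.0535 ± 0.0437 from 1.5 ± 0.841 (log2 fold change -4.68, standard error 0.83, adjusted p = 0.00204). In total, 1431 genes were higher and 1097 lower (n = 4 in each), and squared correlations between the libraries of both conditions were 0.904 to 0.955. The sum of 2528 rose to 4395 with a term for the rat and was 1617, 1362 and 1517 without rat 3, 4 or 8. By library totals in place of the scaling used, 69% of the called genes were higher instead of 56.6%.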

The correlation between D10 and Pol1 conditioned MSCs was 0.9–0.95, suggesting a difference between samples (Figure 2C). 

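Of the 2528 genes that differed between Pol1 and D10, 83.4% also differed between M1CM and D10: 1253 were higher in both, 834 lower in both and 21 moved in opposite directions. Independent calls would share 332.9 higher and 231.5 lower genes. Of 6435 genes called in either comparison, 60.7% were called for M1CM alone, 6.5% for Pol1 alone and 32.8% for both. Set directly against Pol1, M1CM libraries held more of Mmp12, the macrophage elastase, at 33.6 ± 22.9 against 0.038 ± 0.0441 CPM (log2 fold change 9.67, standard error 0.75, adjusted p = 1.34e-06), Cxcl2, a chemokine that attracts neutrophils, at 118 ± 105 against 0.244 ± 0.0645 CPM (log2 fold change 8.88, standard error 0.76, adjusted p = 2.92e-06), and the interleukin 1 beta gene Il1b, higher 825-fold (95% counting interval 282 to 4010). Of 11 macrophage and monocyte markers tested, Cd68, Cybb, Lcp1 and Cd14 were higher in M1CM than in Pol1 and 0 lower, 4 and 2 adjusted over the list alone and 4 and 1 with a term for the rat (camera adjusted p = 0.245 with an estimated correlation). Lower in M1CM than in Pol1 was the serotonin receptor gene Htr2b (0.0416 ± 0.0606 against 2.03 ± 1.14 CPM; log2 fold change -5.54, standard error 0.73, adjusted p = 8.69e-05). In all, 1869 genes were higher and 1535 lower in M1CM than in Pol1 (n = 4 in each). Both comparisons with D10 share its 4 libraries. With these split 2 and 2, 1053 to 1433 genes were shared. Over all tested genes the log2 fold changes of the 2 comparisons correlated at 0.819, against 0.497 ± 0.017 (mean ± SD) in 20 simulations in which only the shared D10 libraries tie them. The real libraries also come from the same 4 rats, a tie that the simulations leave out. With a term for the rat the shared genes were 3614 and the difference between M1CM and Pol1 5336 genes. Without rat 3, 4 or 8 the shared genes were 1389, 1216 and 1335, and without rat 4 or 8 the difference between M1CM and Pol1 was 1729 and 2081.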

Evaluation of the overlap between the datasets containing the effect of Pol1 and M1 over D10, Pol1vsD10 and M1vsD10, respectively, showed that only 8% of the DEG result from Pol1 conditioning, 59% from M1CM conditioning, and 33% from both M1CM and Pol1 (Figure 2D), suggesting that most of the effect of Pol1 was accounted for within the M1CM vs. D10 dataset. For downstream DE analysis, we will focus on the effects of macrophage-derived inflammation (M1CM), relative to standard D10 medium (D10), on MSC gene expression.

### 2.3. Gene Ontology Analysis

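Genes higher in M1CM than in D10 gathered in terms of immunity: of 609 tested genes of immune response, 293 were higher against 146.9 expected (adjusted p = 9.28e-37), and of 79 genes of cytokine activity, 44 against 19.1 (adjusted p = 4.62e-07). Lower genes gathered in terms of the cytoskeleton: of 474 genes of actin filament-based process, 157 were lower against 101.5 expected (adjusted p = 1.55e-06), and of 297 genes of the actin cytoskeleton, 114 against 63.4 (adjusted p = 2.74e-09). By one-sided Fisher's exact tests of higher and lower genes apart, with n = 4 libraries a group behind the calls, 727 and 93 of 4936 biological processes passed, 29 and 58 of 615 cellular components, and 30 and 8 of 882 molecular functions. With higher and lower genes together, 430, 43 and 23 terms passed. With genes called with a term for the rat these were 773, 73 and 37, and with genes called at an absolute log2 fold change of at least 1 they were 1224, 68 and 91. Genes called with a term for the rat gave 166 biological processes for lower and 45 cellular components for higher genes. Genes called at an absolute log2 fold change of at least 1 gave 1117 and 246 biological processes for higher and lower genes and 22 molecular functions for lower genes.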

We annotated the DEG between M1 and D10 conditioned MSCs with gene ontology (GO) terms and found 1085 significantly enriched biological processes, 85 cellular components, and 79 molecular functions.

Biological processes (BP): The top 20 of the 100 most significantly enriched GO BP terms (Table S3) were related to inflammatory signaling or response to cell-related stimuli (i.e., response to cytokine, immune system process, response to other organism, regulation of signal transduction). 

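All 37 interferon-stimulated genes tested were higher in M1CM than in D10 and 0 lower (camera adjusted p = 0.00906 with an estimated correlation). Igtp, an interferon-induced GTPase that guards vacuoles against parasites, rose from 7.07 ± 0.776 to 921 ± 195 CPM (log2 fold change 7.02, standard error 0.19, adjusted p = 3.69e-12), and Cxcl11, which attracts activated T cells, from 0.343 ± 0.142 to 2280 ± 174 (log2 fold change 12.66, standard error 0.35, adjusted p = 3.69e-12, n = 4 in each). In Pol1 all 37 were higher as well, with Igtp at 1060 ± 78.1 CPM (log2 fold change 7.22, standard error 0.20, adjusted p = 6.81e-12; camera adjusted p = 0.000685 with an estimated correlation). Among annotated groups, 463 of 1143 genes of immune system process were higher against 275.7 expected (adjusted p = 7.77e-36), 244 of 527 of response to cytokine against 127.1 (adjusted p = 1.84e-27), 228 of 466 of response to other organism against 112.4 (adjusted p = 9.02e-30) and 484 of 1695 of regulation of signal transduction against 408.8 (adjusted p = 6.42e-05). Response to interferon-gamma held 54 higher genes of 84, against 20.3 expected (adjusted p = 9.22e-13, each by a one-sided Fisher's exact test). Interferon gamma is a component of Pol1.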

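Genes that protect against oxidants were higher in M1CM-conditioned MSCs: of 17 NRF2 and oxidative stress genes tested, 12 were higher and 0 lower than in D10, 13 and 0 adjusted over the list alone and 14 and 1 with a term for the rat (camera adjusted p = 0.00985 with an estimated correlation). Sod2 stood at 2120 ± 87.3 CPM in M1CM (log2 fold change 4.76, standard error 0.30, adjusted p = 1.09e-08, n = 4), and Txnrd1, the cytosolic thioredoxin reductase gene, rose from 141 ± 19.1 to 491 ± 104 (log2 fold change 1.80, standard error 0.14, adjusted p = 1.6e-07). Of 2121 tested genes annotated to response to stress, 683 were higher against 511.6 expected (one-sided Fisher's exact p = 7.17e-22, unadjusted because the term lies above the size limit of 2000 genes) and 413 lower against 454.1 (p = 0.994, same exact test). Response to oxidative stress held 98 higher genes of 315, against 76.0 expected (adjusted p = 0.0214), and defense response 291 of 625, against 150.7 (adjusted p = 1.41e-33).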

The third GO BP term on the list was response to stress, indicating that inflammation triggered stress pathways in MSCs (Figure 3A). Response to stress and defense response are parent terms for 19 other significantly enriched BP terms related to cellular stress, among them oxidative stress and stress activated MAPK cascade. 

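Transcription factors of the hypoxia and NF-kB responses were among the genes higher in M1CM than in D10. Hif1a, the oxygen-regulated subunit of HIF-1, was at 470 ± 28.2 against 172 ± 28 CPM (log2 fold change 1.45, standard error 0.16, adjusted p = 3.44e-06) and Nfkb1, the p105 and p50 subunit gene of NF-kB, at 224 ± 23.8 against 54.4 ± 3.95 CPM (log2 fold change 2.04, standard error 0.14, adjusted p = 2.37e-08). Nfkbiz, an atypical inhibitor that also activates NF-kB target genes, was at 112 ± 24.4 against 9.7 ± 3.74 CPM (log2 fold change 3.54, standard error 0.35, adjusted p = 1.53e-06), and Ido1, which breaks down tryptophan and so restrains T cells, was higher 2510-fold (95% counting interval 450 to 99200), at 22.3 ± 22.7 CPM in M1CM, with 55.1 in rat 2 and 5.86 to 20.1 in the others. Hgf was 33.3-fold higher. Of 16 MAP kinase and interferon regulatory factor genes tested, 8 were higher and 0 lower, 9 and 1 with a term for the rat (camera adjusted p = 0.00985 with an estimated correlation). They include Irf1, which induces antigen presentation genes (717 ± 111 against 7.28 ± 2.4 CPM; log2 fold change 6.62, standard error 0.26, adjusted p = 9.72e-11), and Irf9, which carries the type I interferon signal (70.7 ± 5.62 against 12.1 ± 1.22 CPM; log2 fold change 2.55, standard error 0.09, adjusted p = 4.26e-11, n = 4 in each). Mapk6 and Mapk9 are the MAP kinase genes among them.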

We found upregulated DEG annotated with stress-related terms that are also inflammation mediators or responders: *hif1α, nfkb1, nfkbiz, hgf, mapk, ngf, ido1, irfs*. 

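Genes of wound repair and matrix breakdown were higher in M1CM, while most matrix genes that changed were lower. Of 18 matrix metalloproteinase and inhibitor genes, 8 were higher and 2 lower than in D10, 10 and 2 adjusted over the list alone and 13 and 2 with a term for the rat (camera adjusted p = 0.0259 with an estimated correlation). Mmp10, a stromelysin, rose from 0.874 ± 0.355 to 1010 ± 656 CPM (log2 fold change 10.14, standard error 0.78, adjusted p = 9.23e-08) and Mmp12 was higher 3760-fold (95% counting interval 674 to 148000). Mmp12 encodes the macrophage elastase, and whether its M1CM reads come from the MSCs or were carried over with the medium was not tested. The lower ones include the metalloproteinase inhibitor gene Timp4 (log2 fold change -4.16, standard error 1.17, adjusted p = 0.00959; adjusted p = 0.0545 without rat 3). Of 33 collagen and matrix genes, 1 was higher and 19 lower, 2 and 20 adjusted over the list alone and 4 and 23 with a term for the rat (camera adjusted p = 0.0337 with an estimated correlation): the collagen cross-linking enzyme gene Lox rose (log2 fold change 1.54, standard error 0.27, adjusted p = 0.000276), and Loxl1, of the same family (log2 fold change -1.50, standard error 0.15, adjusted p = 1.18e-06), and Col5a1 (log2 fold change -1.93, standard error 0.22, adjusted p = 5.09e-06) fell. Among annotated groups, higher genes were in excess in response to wounding (155 of 441, 106.4 expected, adjusted p = 2.94e-06) and in cell death (377 of 1225, 295.5 expected, adjusted p = 4.78e-07), and lower genes in tissue development (273 of 1055, 225.9 expected, adjusted p = 0.0185). Of 818 cell migration genes, 224 were higher (adjusted p = 0.0801) and 209 lower (adjusted p = 0.0735), and with a term for the rat both passed (adjusted p = 0.000105 and 0.00561, one-sided Fisher's exact tests).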

Besides the genes related to inflammation and defense, we identified four major processes: cell and organism development, response to wounding, cell migration, and cell death (Figure 3B). A directed acyclic graph (DAG) showed that the hierarchy between GO terms enriched with downregulated genes converges towards mitotic cell cycle (Figure 4). 

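Of 28 mitosis genes tested, 0 were higher and 24 lower in M1CM than in D10 (camera adjusted p = 6.3e-07, but adjusted p = 0.473 with an estimated correlation). Bub1, a kinase of the spindle checkpoint, fell from 14.6 ± 5.38 to 3.36 ± 1.19 CPM (log2 fold change -2.12, standard error 0.38, adjusted p = 0.000376), and Cdc25b, the phosphatase that starts mitosis, from 22.7 ± 7.35 to 7.02 ± 1.17 (log2 fold change -1.69, standard error 0.30, adjusted p = 0.000327, n = 4 in each). Against Pol1, 10 mitosis genes were lower in M1CM, 14 adjusted over the list alone and 18 with a term for the rat (camera adjusted p = 7.14e-05, but adjusted p = 0.592 with an estimated correlation). Of 35 DNA replication and S phase genes, 1 was higher and 12 lower than in D10, 21 lower with a term for the rat (camera adjusted p = 0.000162, but adjusted p = 0.518 with an estimated correlation). The replicative helicase gene Mcm2 fell from 43.4 ± 3.55 to 23.1 ± 7.5 CPM (log2 fold change -0.91, standard error 0.19, adjusted p = 0.00141), Rrm1, a subunit gene of ribonucleotide reductase, from 63.7 ± 9.74 to 28.2 ± 9.32 (log2 fold change -1.18, standard error 0.24, adjusted p = 0.00105), and Gins2, a gene of the complex that the helicase works in, rose from 7.28 ± 0.575 to 12.3 ± 0.935 (log2 fold change 0.76, standard error 0.13, adjusted p = 0.000196). Lower genes were in excess in mitotic cell cycle (170 of 555, 118.8 expected, adjusted p = 7.63e-05), cell division (129 of 391, 83.7 expected, adjusted p = 4.94e-05) and chromosome segregation (64 of 195, 41.8 expected, adjusted p = 0.0174), each by a one-sided Fisher's exact test.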

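Genes of the contractile cytoskeleton fell together in M1CM-conditioned MSCs: of 35 tested, 2 were higher and 28 lower than in D10 (camera adjusted p = 0.0488 with an estimated correlation). Cnn1, the smooth muscle calponin that binds actin and myosin, fell from 269 ± 43.1 to 2.05 ± 1.39 CPM (log2 fold change -7.02, standard error 0.43, adjusted p = 8.54e-09), and Actb, the beta-actin gene, from 9050 ± 1760 to 2200 ± 402 (log2 fold change -2.04, standard error 0.22, adjusted p = 2.69e-06, n = 4 in each). Of 40 growth factor genes, 14 were higher and 12 lower (camera adjusted p = 0.567 with an estimated correlation): Ereg, a ligand of the EGF receptor family, rose from 0.394 ± 0.109 to 28.2 ± 23.7 CPM (log2 fold change 6.14, standard error 0.62, adjusted p = 1.52e-06), while Tgfb3 fell from 1310 ± 724 to 26.3 ± 9.92 (log2 fold change -5.64, standard error 0.66, adjusted p = 7.65e-06) and Tgfb2 from 511 ± 169 to 42.5 ± 8.85 (log2 fold change -3.59, standard error 0.43, adjusted p = 9.99e-06), both ligands that drive matrix production and contractile differentiation. Cytoskeleton organization held 262 lower genes of 865, against 185.2 expected (adjusted p = 4.61e-07), and cell cycle 290 of 986, against 211.1 (adjusted p = 7.15e-07, one-sided Fisher's exact tests). The paper lists development, wounding, migration and cell death as its main processes beside inflammation and finds that terms of lower genes converge towards the mitotic cell cycle (Figure 4). It concludes that conditioning enhances repair programs, and that lower survival genes and suppressed actin dynamics compromise division.

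**Figure D2:**
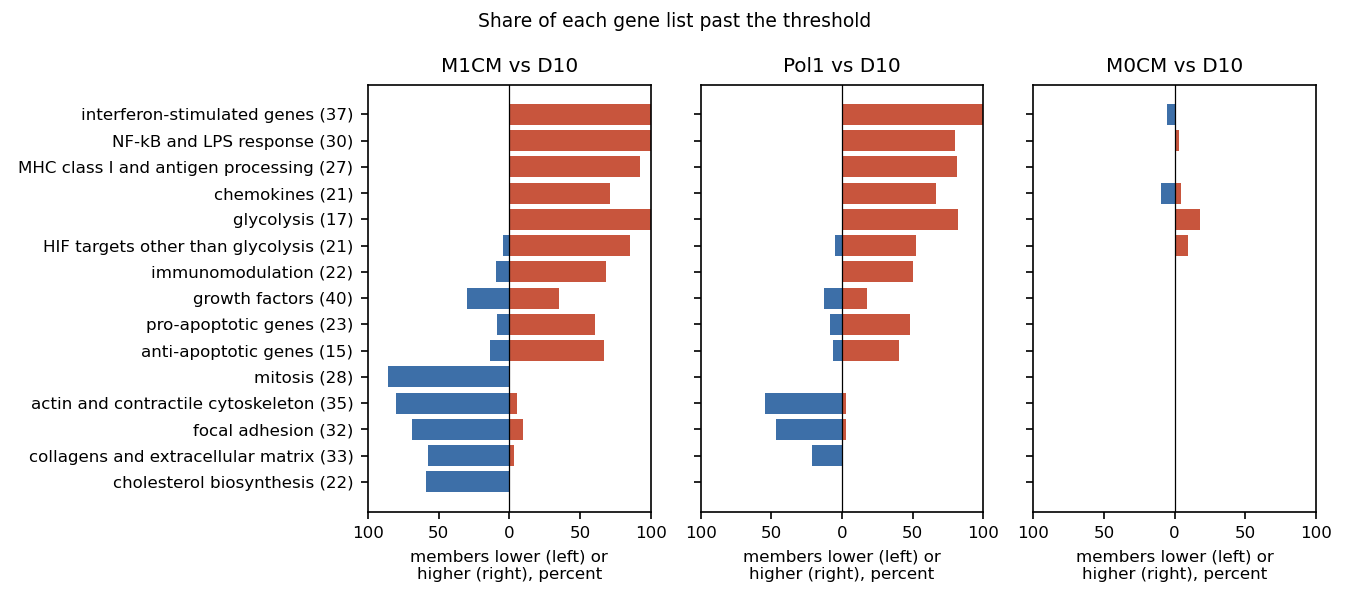
Share of each gene list past the threshold (adjusted p below 0.05, edgeR) in M1CM, Pol1 and M0CM compared with D10, n = 4 libraries each. Bars to the right are higher genes, bars to the left lower genes. The number of tested genes stands beside each name. Mitosis shows no bar in Pol1, where a term for the rat calls 15 lower.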

Our findings show that inflammatory conditioning activates and enhances MSC-mediated repair programs, while compromising their division through the suppression of actin dynamics and downregulation of survival genes.

Cellular component (CC): Among the 85 most significantly enriched GO CC terms (Table S4), the higher numbers were in Cytoplasm and intracellular, cell periphery, and plasma membrane (Figure 3C), which reflects the high intracellular and extracellular signaling and paracrine activity found in the GO BP terms. 

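Antigen presentation genes rose in M1CM. Of 27 genes of MHC class I and antigen processing, 25 were higher and 0 lower than in D10, 25 and 1 with a term for the rat (camera adjusted p = 0.00985 with an estimated correlation). Tap1, a subunit gene of the peptide transporter, rose from 29 ± 3.44 to 1230 ± 234 CPM (log2 fold change 5.40, standard error 0.16, adjusted p = 6.55e-12), and the class I gene RT1-S3 from 2.76 ± 0.907 to 411 ± 37.4 (log2 fold change 7.23, standard error 0.23, adjusted p = 1.21e-11, n = 4 in each). All 7 class II genes tested were higher (camera adjusted p = 1.92e-06, but adjusted p = 0.0661 with an estimated correlation), among them Cd74, the invariant chain gene, from 0.261 ± 0.22 to 160 ± 103 (log2 fold change 9.16, standard error 0.73, adjusted p = 1.43e-07). All 15 tested genes of the MHC protein complex were higher against 3.6 expected (adjusted p = 3.4e-07), while lower genes made up 366 of 1229 cytoskeleton genes against 262.4 expected (adjusted p = 4.84e-11), 77 of 229 cell-cell junction genes against 48.9 (adjusted p = 0.000242) and 25 of 46 stress fiber genes against 9.8 (adjusted p = 3.77e-05, one-sided Fisher's exact tests). The rise of class II genes was not particular to M1CM. Cd74 stood at 60.7 to 187 CPM in Pol1 libraries and 55 to 261 in M1CM libraries. The class II gene RT1-Da stood at 15.1 to 70.1 and 8.61 to 66.3 CPM.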

Other highly regulated GO CC terms were cytoskeleton, cell–cell junctions, both enriched with downregulated genes (data not shown), and MHC protein complex, enriched with upregulated genes (Figure 3C).

Molecular function (MF): From the 79 most significantly enriched GO MF terms (Table S5), 20 terms related to binding, protein binding, and catalytic activity (Figure 3D). Other GO MF terms related to ion binding, nucleotide binding, integrin binding, and G protein-coupled receptor binding, which is consistent with high transcriptomic regulation, intracellular trafficking, cell migration, and signal transduction, respectively, that occur upon conditioning. Further analysis of the GO MF terms through DAG representation elucidated a statistical relationship between the enriched terms that converged into chemokine activity, which relates to the response to inflammation and cell–cell communication (data not shown).

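Of 21 chemokine genes tested, 15 were higher and 0 lower in M1CM than in D10 (camera adjusted p = 0.0101 with an estimated correlation). Cxcl9 and Cxcl10, ligands of CXCR3, a receptor on activated T cells, rose from 0.419 ± 0.0809 to 3940 ± 1230 CPM (log2 fold change 13.18, standard error 0.48, adjusted p = 1.35e-09) and from 0.629 ± 0.299 to 2880 ± 425 (log2 fold change 12.16, standard error 0.40, adjusted p = 1.57e-11, n = 4 in each). In Pol1, 14 were higher and 0 lower than in D10, 16 and 1 adjusted over the list alone and 18 and 1 with a term for the rat (camera adjusted p = 0.0145 with an estimated correlation), with Cxcl10 at 1310 ± 253 CPM (log2 fold change 11.02, standard error 0.39, adjusted p = 5.14e-11). Against Pol1, 12 were higher in M1CM and 0 lower, 13 higher adjusted over the list alone (camera adjusted p = 0.045 with an estimated correlation). Among molecular functions, chemokine activity held 16 higher genes of 24, against 5.8 expected (adjusted p = 0.00134), and G-protein coupled receptor binding 53 of 138, against 33.3 (adjusted p = 0.00515, one-sided Fisher's exact tests).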

### 2.4. KEGG Pathway Analysis

The enrichment of biological pathways by our DEG dataset was assessed using KEGG analysis (Figure 5). Because the majority of KEGG pathways present up- and downregulated DEG, we classified them as enriched based on the direction that presented the highest RF. We found 149 pathways significantly enriched with upregulated DEG and 81 pathways significantly enriched with downregulated DEG. 

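All 30 genes of the NF-kB and LPS response that were tested were higher in M1CM than in D10 (camera adjusted p = 0.00985 with an estimated correlation). Nfkb2, the p100 and p52 subunit gene, rose from 50.3 ± 2.93 to 283 ± 13 CPM (log2 fold change 2.49, standard error 0.09, adjusted p = 2.15e-11), and Birc3, an inhibitor of cell death downstream of the TNF receptor, from 2.12 ± 0.358 to 71.3 ± 5.81 (log2 fold change 5.08, standard error 0.20, adjusted p = 9.72e-11, n = 4 in each). Against Pol1, 27 of these genes were higher in M1CM and 0 lower (camera adjusted p = 0.0148 with an estimated correlation), Nfkb2 with log2 fold change 2.37, standard error 0.09, adjusted p = 5e-10. The paper's sheets of higher genes hold 51 tested genes of the TNF signaling pathway, 67 of Herpes simplex infection and 55 of Influenza A, and all were higher by edgeR too. They were chosen on these libraries, so these counts are not independent evidence of direction.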

The most significant pathways enriched with upregulated DEG (Figure 5A) included Herpes simplex infection (RF = 0.31, padj = 1.12E-24), TNF signaling pathway (RF = 0.46, padj = 2.09E-24), and Influenza A pathway (RF = 0.33, padj = 9.78E-22), which are entries commonly triggered by endogenous inflammation or pathogen infections. 

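Targets of hypoxia-inducible factors were higher in M1CM: of 21 tested outside glycolysis, 18 were higher and 1 lower than in D10 (camera adjusted p = 0.0101 with an estimated correlation). Bnip3, a mitophagy receptor gene, rose from 49.5 ± 3.57 to 363 ± 59.9 CPM (log2 fold change 2.87, standard error 0.16, adjusted p = 3.83e-09), and Egln1 reached 206 ± 27.2 (log2 fold change 2.43, standard error 0.13, adjusted p = 2.29e-09, n = 4 in each). Against Pol1, 16 were higher in M1CM and 0 lower, 18 higher adjusted over the list alone (camera adjusted p = 0.0148 with an estimated correlation). The glucose transporter gene Slc2a1, counted in the glycolysis list, stood in M1CM at 518 ± 105 against 94.7 ± 16.6 CPM in Pol1 (log2 fold change 2.45, standard error 0.19, adjusted p = 1.34e-06). Response to hypoxia held 87 higher genes of 229, against 55.2 expected (adjusted p = 4.68e-05, one-sided Fisher's exact test). In M0CM, where 2 of these targets were higher than in D10, the base medium is also RPMI.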

The hypoxia inducible factor-1 (HIF-1) signaling pathway was also significantly enriched (RF = 0.36; padj = 9.09E-16).

Other relevant enriched pathways with upregulated DEG included VEGF signaling pathway (RF = 0.18, padj = 0.003), pathways in cancer (RF = 0.17, padj = 1.12E-12), and neurotrophin signaling pathway (RF = 0.2, padj = 1.38E-6) (Figure 5A). These pathways, combined with the significantly upregulated growth factor genes VEGF (*vegf*), HGF (*hgf*), NGF (*ngf*) and GDNF (*gdnf*), among others, indicate an MSC transcriptome in support of repair. In contrast, enriched pathways with upregulated DEG were also apoptosis pathway (RF = 0.27, padj = 1.65E-12) and *jak-stat* signaling pathway (RF = 0.22, padj = 3.41E-9) and enriched with downregulated DEG was the cell cycle pathway (RF = 0.2, padj = 3.13E-7). These last pathways, combined with the downregulated survival gene, B-cell lymphoma 2 (*Bcl2*), suggest a compromised MSC viability.

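The paper's sheets of higher genes hold 25 tested genes of the neurotrophin signaling pathway and 66 of pathways in cancer, and all were higher in M1CM than in D10 by edgeR (n = 4 in each). Of 16 tested genes in its VEGF signaling sheet, 11 were higher and 5 lower. The authors' own calls also mark 11 of these genes higher and 5 lower, so that sheet holds both directions. Among the lower ones, named after their values were seen, are the small GTPase gene Rac3 (log2 fold change -2.56), the regulatory subunit gene Pik3r3 of phosphoinositide 3-kinase (-1.78), the sphingosine kinase gene Sphk1 and the small heat shock protein gene Hspb1. Of 292 angiogenesis genes, 83 were higher against 70.4 expected (adjusted p = 0.203, one-sided Fisher's exact test). The sheets were chosen on these libraries, so their counts are not independent evidence of direction.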

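Gdnf, a survival factor of dopaminergic and motor neurons, was at 8.6 ± 0.897 CPM in M1CM against 1.7 ± 0.708 in D10, 1.62 ± 0.7 in M0CM and 2.49 ± 0.468 in Pol1 (log2 fold change 2.33, standard error 0.33, adjusted p = 4.88e-05 against D10). Vegfa, which starts vessel sprouting, was at 646 ± 57 CPM against 212 ± 69.9 in D10, 257 ± 66.3 in M0CM and 339 ± 51.2 in Pol1 (log2 fold change 1.61, standard error 0.21, adjusted p = 2.52e-05 against D10), and Hgf, a mitogen of epithelial and endothelial cells, at 109 ± 77.4 against 3.28 ± 2.29, 5.35 ± 3.66 and 21.6 ± 20.4 (log2 fold change 5.06, standard error 0.87, adjusted p = 0.000256 against D10). Against Pol1, M1CM raised Gdnf by a log2 fold change of 1.78 (adjusted p = 0.00112), Vegfa by 0.93 (adjusted p = 0.00487; adjusted p = 0.0646 without rat 4) and Hgf by 2.33 (adjusted p = 0.0354; adjusted p = 0.134 without rat 2, 0.0584 without rat 4 and 0.114 without rat 8), and against M0CM all 3 rose (adjusted p = 4.53e-05 for Gdnf, 0.000158 for Vegfa and 0.000763 for Hgf, n = 4 in each group). Pol1 raised Vegfa (log2 fold change 0.68, adjusted p = 0.0353; adjusted p = 0.134 without rat 2, 0.164 without rat 3 and 0.141 without rat 4) and Hgf (log2 fold change 2.73, adjusted p = 0.0266; adjusted p = 0.0915 without rat 2, 0.0641 without rat 3 and 0.0776 without rat 8) over D10, and over M0CM only with a term for the rat (adjusted p = 0.0358 for Vegfa and 0.000152 for Hgf, 0.245 and 0.1 without it). With a term for the rat, edgeR gave M1CM against Pol1 an adjusted p of 0.00012 for Gdnf, 0.000106 for Vegfa and 6.57e-06 for Hgf. For Pol1 against D10 that fit gave 0.00126 for Vegfa and 9.76e-06 for Hgf. In M1CM, Hgf had the widest SD of the 3 genes relative to its mean.

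**Figure D3:**
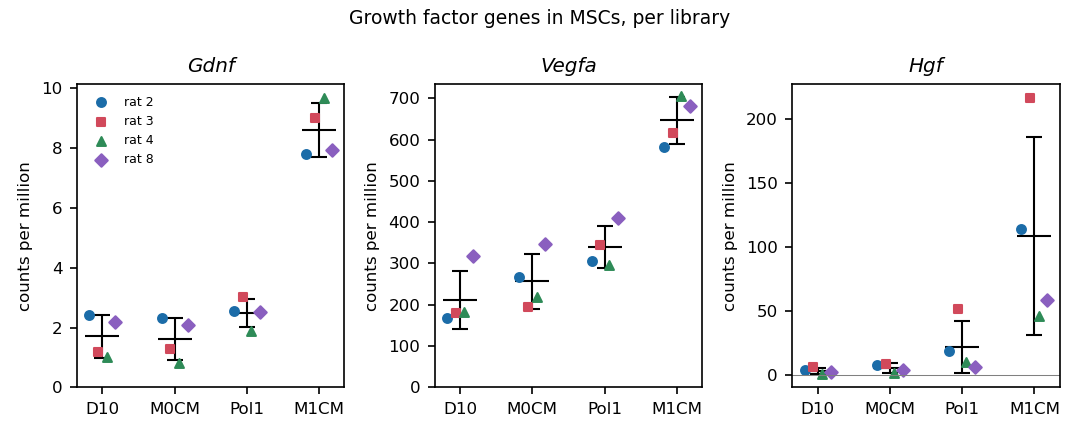
Levels of Gdnf, Vegfa and Hgf in counts per 1e6 counts (CPM) in MSCs kept in D10, M0CM, Pol1 or M1CM. Symbols are libraries by rat and bars are mean ± SD of n = 4.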

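Socs1, which shuts off Jak-STAT signals, stood at 80.3 to 119 CPM in the Pol1 libraries. From 0.615 ± 0.193 in D10 it rose to 90.3 ± 45.9 CPM in M1CM (log2 fold change 7.21, standard error 0.42, adjusted p = 5.42e-09), so the rise was not particular to M1CM. Of 15 cell cycle inhibitor genes, 5 were higher and 1 lower, 6 and 3 with a term for the rat (camera adjusted p = 0.501 with an estimated correlation): the antiproliferative gene Btg1 rose from 45.9 ± 8.49 to 234 ± 50.7 (log2 fold change 2.35, standard error 0.25, adjusted p = 3.27e-06), and Gadd45g, a stress-induced growth arrest gene, fell from 34.6 ± 12.4 to 6.71 ± 0.773 (log2 fold change -2.36, standard error 0.26, adjusted p = 3.93e-06). Apoptotic process held 338 higher genes of 1112, against 268.2 expected (adjusted p = 9.08e-06, one-sided Fisher's exact test). All 38 tested genes in the paper's apoptosis sheet and all 33 in its Jak-STAT sheet were higher in M1CM than in D10, and 25 of 26 in its cell cycle sheet were lower (edgeR, n = 4 in each). The other is the helicase gene Mcm5, named after its values were seen (log2 fold change -1.32, adjusted p = 0.0786), which a term for the rat calls lower. These sheets were chosen on the same libraries and are not independent evidence of direction.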

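Bcl2, which keeps the mitochondrial outer membrane closed, fell from 4.46 ± 1.52 in D10 to 1.08 ± 0.617 CPM in M1CM (log2 fold change -2.04, standard error 0.54, adjusted p = 0.00669, n = 4 in each). Of 15 anti-apoptotic genes tested, 10 were higher and 2 lower (camera adjusted p = 0.00985 with an estimated correlation). Tnfaip3, which limits NF-kB signals and cell death, rose from 3.65 ± 1.72 to 126 ± 47.2 (log2 fold change 5.11, standard error 0.38, adjusted p = 7.03e-08). Beside Bcl2, the other lower gene was the survival kinase gene Akt1, from 269 ± 27.4 to 181 ± 26.2 (log2 fold change -0.58, standard error 0.13, adjusted p = 0.00199).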

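Genes that tie the cytoskeleton to the matrix were lower in M1CM. Of 32 focal adhesion genes tested, 3 were higher and 22 lower than in D10, 3 and 23 adjusted over the list alone (camera adjusted p = 7.24e-06, but adjusted p = 0.216 with an estimated correlation). Vcl, vinculin, which links integrins to actin, fell from 1720 ± 509 to 198 ± 59.4 CPM (log2 fold change -3.12, standard error 0.32, adjusted p = 2.01e-06). The higher ones are the integrin genes Itgb8 (log2 fold change 3.29, adjusted p = 0.00038), Itga7 (log2 fold change 2.01, adjusted p = 0.00076) and Itga3 (log2 fold change 1.41, adjusted p = 0.00331, n = 4 in each). The annotated component focal adhesion held 45 lower genes of 109, against 23.3 expected (adjusted p = 5.7e-05, one-sided Fisher's exact test). In the paper's sheets of lower genes, 23 of 24 tested genes of dilated, 21 of 22 of hypertrophic and 19 of 20 of arrhythmogenic right ventricular cardiomyopathy were lower by edgeR. The gene not called is the integrin gene Itga9 in each (log2 fold change -0.86, adjusted p = 0.0684), named after its values were seen, which a term for the rat calls lower (adjusted p = 0.00164). The sheets were chosen on these libraries and are not independent evidence of direction.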

Pathways enriched with downregulated DEG are involved in MSC mobility included dilated cardiomyopathy (RF = 0.26, padj = 4.23E-8), focal adhesion (RF = 0.17, padj = 4.23E-8), hypertrophic cardiomyopathy (RF = 0.26, padj = 1.81E-7), and arrhythmogenic right ventricular cardiomyopathy (RF = 0.27, padj = 3.13E-7) (Figure 5B). All were characterized by the downregulation of genes involved in actin polymerization and cell junctions. 

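The calponin gene Cnn2 fell from 272 ± 21.5 in D10 to 98.4 ± 15.7 CPM in M1CM (log2 fold change -1.46, standard error 0.10, adjusted p = 4.24e-08), while its relative Cnn3 rose from 331 ± 17.4 to 722 ± 120 (log2 fold change 1.12, standard error 0.14, adjusted p = 1.32e-05) and the formin gene Diaph1, which elongates actin filaments, from 101 ± 25.4 to 174 ± 8.77 (log2 fold change 0.79, standard error 0.14, adjusted p = 0.00029). Of 22 cell-cell junction genes, 5 were higher and 9 lower, 8 and 10 with a term for the rat (camera adjusted p = 0.51 with an estimated correlation). Ctnnd1, the p120 catenin gene, fell from 389 ± 35.1 to 247 ± 27.7 (log2 fold change -0.65, standard error 0.10, adjusted p = 0.000129), and the nectin gene Nectin2 rose from 49.3 ± 10.5 to 88.7 ± 4.07 (log2 fold change 0.85, standard error 0.15, adjusted p = 0.00032, n = 4 in each). Actin binding held 92 lower genes of 233, against 49.7 expected (adjusted p = 6.74e-08), and adherens junction 74 of 188 (adjusted p = 1.82e-06, one-sided Fisher's exact tests).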

Lists of the top 60 pathways with upregulated DEG (Table S6) and downregulated DEG (Table S7) are provided in the Supplementary Data, and they include links to visualize the corresponding full molecular pathways (e.g., Figure S3). 

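All 17 glycolysis genes tested were higher in M1CM than in D10 (camera adjusted p = 0.0311 with an estimated correlation). Hk2, the inducible hexokinase, rose from 38.7 ± 9.23 to 355 ± 49.2 CPM (log2 fold change 3.20, standard error 0.18, adjusted p = 3.93e-09), and the phosphofructokinase gene Pfkp from 32.3 ± 4.01 to 217 ± 28.7 (log2 fold change 2.75, standard error 0.15, adjusted p = 3.22e-09, n = 4 in each). All 17 were also higher in M1CM than in Pol1 (camera adjusted p = 0.045 with an estimated correlation), which rests on the same base medium. Lipid synthesis genes moved the other way: 13 of 22 cholesterol biosynthesis genes were lower and 0 higher, 16 lower adjusted over the list alone (camera adjusted p = 0.000773, but adjusted p = 0.518 with an estimated correlation), as were 6 of 11 genes of fatty acid synthesis and desaturation, with 0 higher (camera adjusted p = 0.00108, but adjusted p = 0.151 with an estimated correlation). Cyp51, which removes a methyl group from lanosterol, fell from 305 ± 94.4 to 119 ± 27.6 (log2 fold change -1.36, standard error 0.31, adjusted p = 0.00251), and the desaturase gene Fads1 from 187 ± 39.8 to 29.6 ± 6.43 (log2 fold change -2.66, standard error 0.23, adjusted p = 3.1e-07). Glycolytic process held 28 higher genes of 47, against 11.3 expected (adjusted p = 8.62e-06, one-sided Fisher's exact test).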

Our KEGG analysis demonstrated that MSCs conditioned with macrophage-derived inflammation undergo metabolic changes that support cell/tissue repair but challenge their survival and mobility.

### 2.5. Secretome

Using ELISAs, we measured the levels of NGF, GDNF, VEGF-A, and HGF secreted by M1CM-conditioned MSCs compared with controls. Macrophages secrete certain growth factors at different stages of polarization, so we included samples of M0CM and M1CM in the ELISA readings and used the outcome to correct for the background presence of growth factors in the conditioning media. We found that M1CM-conditioned MSCs secreted significantly increased levels of NGF (F (3, 12) = 108.22, *p* = 5.92E-9) (Figure 6A), GDNF (F (3, 12) = 62.65, *p* = 1.33E-7) (Figure 6B) and VEGF-A (F (3, 12) = 23.86, *p* = 2.4 × 10^−5^) (Figure 6C), compared to the controls. Pol1-conditioned MSCs secreted significantly increased levels of GDNF (Means Differenc = 11.2, *p* = 0.03) compared to M0CM-conditioned MSCs, and increased levels of VEGF compared to MSCs in D10 (Means Difference = 1154.82, *p* = 0.013). The level of secreted HGF by M1CM-conditioned MSCs was significantly higher (z = 2.69, *p* = 0.042) compared with M0CM-conditioned MSCs, but not compared with D10 conditioned MSCs (z = 2.24, *p* = 0.149, effect size = 0.79) (Figure 6D). Because the HGF data were not normally distributed, the Kruskal–Wallis test was used (H (3) = 8.463, *p* = 0.037), followed by Bonferroni correction. Together, our data show that macrophage-derived inflammation conditioning of MSCs enhances the secretion of several key repair-supporting factors.

## 3. Discussion

Preclinical studies and ongoing clinical trials have revealed the therapeutic potential of MSC transplants for repair of a variety of tissues. Here, we investigated whether conditioning MSCs with macrophage-derived inflammation would boost their ability to support tissue repair. We showed that macrophage-derived inflammation triggers MSCs to upregulate genes associated with wound healing and enhances the secretion of molecules fundamental to reparative events. We also showed that inflammation-induced changes in the MSC transcriptome challenge their viability and mobility. Further investigation is ongoing to identify the optimal balance between the beneficial and potentially detrimental effects of inflammation on the transplant. Our data support the notion that macrophage-derived inflammation can be employed to condition MSCs prior to transplantation to augment their paracrine repair effects, which may enhance the therapeutic efficacy of MSC transplants.

Conditioning MSCs with macrophage-derived inflammation resulted in increased expression of genes related to, among others, response to inflammation, negative regulation of cytokine release, defense response and response to stress (e.g., *ido1, nos2, il13r, ptgs2, hif1α, nfkbiz*), suggesting that the conditioning potentiated the immunomodulatory ability of MSCs. 

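Of 22 immunomodulation genes tested, 15 were higher and 2 lower in M1CM than in D10, 16 and 2 adjusted over the list alone (camera adjusted p = 0.00985 with an estimated correlation). The list holds the genes the paper names here as raised (Ido1, Nos2, Il13ra1, Il13ra2, Ptgs2, Hif1a and Nfkbiz). The paper called these on the same libraries, so the count and the list test are not independent evidence. Nos2, the inducible nitric oxide synthase, rose from 0.0675 ± 0.0494 to 518 ± 97.9 CPM (log2 fold change 12.76, standard error 0.78, adjusted p = 1.08e-07), with 8 counts over the 4 D10 libraries. Il13ra1, a receptor chain shared by interleukins 4 and 13, was at 299 ± 61.7 against 47.1 ± 4.72 CPM (log2 fold change 2.67, standard error 0.17, adjusted p = 1.69e-08) and Il13ra2, the decoy receptor of interleukin 13, at 4.71 ± 2.34 against 0.0445 ± 0.0365 CPM (log2 fold change 6.60, standard error 0.85, adjusted p = 1.95e-05). Ptgs2, the inducible cyclooxygenase behind prostaglandin E2, rose to 1030 ± 664 CPM from 14.6 ± 2.78 (log2 fold change 6.15, standard error 0.55, adjusted p = 5e-07), while in Pol1 its log2 fold change against D10 was 0.10 (adjusted p = 0.91, n = 4 in each). The lower ones are Entpd1, the ectonucleotidase CD39 (log2 fold change -2.48, adjusted p = 0.00756), and the galectin gene Lgals1 (log2 fold change -0.97, adjusted p = 0.0123; adjusted p = 0.0846 without rat 3 and 0.0799 without rat 4). Most genes the paper names here also rose in Pol1. The authors' own calls mark Ido1, Nos2, Il13ra1, Hif1a and Nfkbiz higher in Pol1 than in D10, but not Il13ra2 and Ptgs2. Il13ra1 stood at 136 to 215 CPM in Pol1 libraries and 41.4 to 52.1 in D10 libraries. Nos2 stood at 1.13 to 7.43 CPM in Pol1 libraries and 414 to 630 in M1CM libraries.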

Cellular stress is considered a molecular adaptation to either restore homeostasis or induce cell death in response to external or internal threats [36,37]. Stress related genes are constitutive genes that maintain cellular homeostasis in normal conditions but are upregulated at the trigger of events, such as inflammation, toxins, temperature, or hypoxia, among others [36,38,39]. In normoxic inflammatory conditions, such as in our cultures, the enrichment of the HIF1α signaling pathway with upregulated DEG, suggests an adaptation to physiological stress, which can be protective for the cell and the surrounding tissue. Our culture conditions include the presence of inflammatory cytokines and LPS, a bacterial endotoxin, which are interpreted by MSCs as alerts of system disruption and trigger the upregulation of *hif1α* HIF1 and *nfkb* NFKB, both master transcription factors associated with immunity, stress, and repair pathways [40,41,42]. Evidence showed that exposure to stimuli triggering cellular stress activates the repair and immune regulatory response of MSCs [10,14,43], resulting in stronger paracrine modulation of the phenotype of nearby macrophages [44,45,46]. The regulation of the macrophage phenotype is important because it coordinates efficient wound healing [47,48,49] and contributes to recovery after damage in various tissues, including cardiac [27,50,51], nervous [52,53], cutaneous [54] and muscular tissues [55]. Local immunomodulation can modify the molecular environment and other immune cells that also have a direct or indirect effect on macrophage phenotype, such as regulatory T cells [56,57]. Proper coordination of immune and stromal cell interactions can also lead to enhanced angiogenesis [58,59]. Increasing the immunomodulatory capacity of MSCs prior to transplantation may render a more efficient transplant, especially for repair of tissues hallmarked by chronic inflammation.

Inflammatory conditioning of MSCs caused an increase in the expression of genes involved in angiogenesis (i.e., *vegf, ang-1, hgf, egf*) and in the secretion of pro-angiogenic factors, VEGF and HGF compared to unconditioned MSCs. Additionally, the VEGF signaling pathway and HIF-1 signaling pathway were enriched with upregulated genes. These results suggested that conditioning with macrophage-derived inflammation augmented the angiogenic ability of MSCs. 

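Angpt1, the angiopoietin that stabilizes vessels, rose from 13.2 ± 8.27 in D10 to 130 ± 13 CPM in M1CM (log2 fold change 3.30, standard error 0.44, adjusted p = 2.86e-05). Within the VEGF family, Vegfb was at 37.5 ± 6.54 against 26.3 ± 2.73 CPM (log2 fold change 0.51, standard error 0.12, adjusted p = 0.00356), and Vegfd, a ligand of the lymphatic receptor, fell from 28.1 ± 29.7 to 4.16 ± 0.916 (log2 fold change -2.76, standard error 0.81, adjusted p = 0.0127; adjusted p = 0.0583 without rat 4, n = 4 in each). No gene is listed under the name Egf, so it has no value here.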

VEGF is a master growth factor that initiates angiogenesis by inducing vascular endothelial cell proliferation and endothelial tip cell differentiation, which are needed for vascular tube formation [60,61,62]. Previous research showed that treatment with recombinant VEGF promotes revascularization, which correlated with reduced injury expansion in the damaged spinal cord [63] and increased bone regeneration [64]. Angiopoietins are key in increasing maturation and decreasing permeability in newly formed blood vessels [65,66]. HGF, originally a hepatocyte mitogen, is associated with enhanced angiogenesis and blood vessel protection [67]. Aoki and colleagues demonstrated that HGF supports angiogenesis, thereby contributing to the repair and recovery of nervous and cardiac tissues [68,69]. Enhancing the angiogenic effects of MSCs prior to transplantation into damaged tissues may provide better transplant-mediated revascularization, which is important for optimizing tissue repair.

The macrophage-derived inflammatory conditioning of MSC-enriched repair-related annotations, such as tissue development, response to wounding, and neurotrophin signaling, indicated stronger activation of general repair-supporting mechanisms in the conditioned MSCs compared with unconditioned MSCs. Neurotrophins, such as NGF and GDNF, as well as insulin-like growth factors (IGF family), fibroblast growth factors (FGF), and HGF trigger cell survival and axon outgrowth pathways and induce healing in numerous types of tissues [70,71,72,73,74,75,76,77]. Improving local cell survival is typically associated with better repair and recovery [9,68,76]. Interestingly, the term pathways in cancer was enriched with upregulated genes following the inflammatory conditioning of MSCs. Considering the overlap in molecular mechanisms between cancer and regenerative biology (e.g., mTOR pathway, Wnt signaling pathway) [78,79,80,81,82,83], it is possible that genes involved in these overlapping pathways and upregulated in our dataset, such as *vegf, hif-α, hgf, fgf, bmp, wnt,* and *frizzled*, also contribute to repair. Together, our data indicate that the macrophage inflammation-derived conditioning of MSCs trigger stronger paracrine survival mechanisms compared with unconditioned MSCs. 

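Members of the Wnt, Frizzled and BMP families moved in both directions in M1CM: of 20 tested, 6 were higher and 8 lower than in D10 (camera adjusted p = 0.581 with an estimated correlation). Wnt4 rose from 7.49 ± 2.97 to 49.1 ± 11.2 CPM (log2 fold change 2.72, standard error 0.33, adjusted p = 1.09e-05) and the receptor gene Fzd1 from 374 ± 95.6 to 1120 ± 153 (log2 fold change 1.58, standard error 0.22, adjusted p = 3.47e-05), while the receptor genes Fzd2 (235 ± 25 to 40.9 ± 7.45; log2 fold change -2.52, standard error 0.15, adjusted p = 6.9e-09) and Fzd5 (7.8 ± 1.05 to 3.03 ± 0.317; log2 fold change -1.36, standard error 0.17, adjusted p = 1.34e-05) fell. Of 14 FGF and IGF family genes, 3 were higher and 3 lower (camera adjusted p = 0.797 with an estimated correlation): higher were Fgf10, a mesenchymal signal to epithelia (log2 fold change 1.90, adjusted p = 0.00158), Fgf7 (log2 fold change 2.00, adjusted p = 0.0448; adjusted p = 0.146 without rat 3 and 0.131 without rat 4) and the IGF-binding protein gene Igfbp5 (log2 fold change 5.61, adjusted p = 0.00442), and lower Igfbp4 (log2 fold change -3.01, adjusted p = 9.91e-05), Fgf2 (log2 fold change -1.08, adjusted p = 0.00481; adjusted p = 0.0521 without rat 3) and Fgf18 (log2 fold change -3.78, adjusted p = 0.00509, n = 4 in each).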

Increasing the ability of MSCs to support cell survival prior to transplantation may result in improved transplant-mediated tissue repair.

Our findings revealed that macrophage inflammation conditions MSCs in support of immunomodulation, angiogenesis, and cell survival. These three aspects in wound healing are tightly and reciprocally coordinated, combining into a necessary repair triad for successful outcomes [48,84]. Different phenotypes of macrophages are needed during different phases of angiogenesis [85,86,87,88,89] and have different influences on local cell survival. Angiogenesis is needed for limiting the often-progressive loss of cells and tissue in an injury site. Reciprocally, cell protection supports blood vessel maintenance, and proper vascularization influences macrophage phenotype. Thus, the crosstalk between MSCs and macrophages is essential for successful repair [12,13,14] and the increased immunomodulatory, angiogenic and protective capacity of MSCs following inflammatory conditioning may accelerate the overall therapeutic effects of MSC transplants.

The macrophage-derived inflammatory conditioning of MSCs also caused a decrease in the expression of genes involved in cytoskeleton activity, actin dynamics and cell adherence capacity, which could challenge MSC viability and motility. The possible decrease in viability is in agreement with the finding that exposure of MSCs to the inflammatory molecules, IFNγ and TNFα induces apoptosis [22,90]. The overall impact of the possible attenuation in MSC viability and motility after conditioning with macrophage-derived inflammation is unknown. In general, the viability of transplanted cells in an injury is low, due to different factors, including immune incompatibility causing rejection, lack of substrate leading to anoikis [91,92], or cytotoxic molecules causing apoptosis and necrosis. Promoting transplanted cell survival may lead to improved repair and recovery [35,93,94]. Thus, the attenuation of viability due to inflammatory conditioning may limit the duration of the repair effects of transplanted MSCs. On the other hand, Dazzi and colleagues reported that macrophages in an injury phagocytose apoptotic MSC leads to PGE2 and IDO1 production and more effective immunomodulation than the phagocytosis of live, healthy MSCs [95,96]. This has led to the notion that sacrificial death by MSCs could potentially enhance their contribution to immunomodulation. Another possible advantage of attenuated MSC viability is that spontaneous tumor development by the transplanted cells could be prevented.

The consequences for the attenuated adhesion and motility of MSCs following conditioning with macrophage-derived inflammation are unknown. It is possible that, with direct injection into an injury, a reduced migratory ability will be beneficial because the MSCs will remain where they are needed. On the other hand, with the systemic administration of MSCs, a decrease in cell adhesion and motility could possibly compromise their ability to reach the intended target site [24,25,26,34]. Further research is necessary to more comprehensively understand the in vivo implications of macrophage-derived inflammatory conditioning, and other types of conditioning, of MSCs. Current follow-up studies within our lab are targeted to answering these questions and unravel the molecular mechanisms by which macrophages modify MSC behavior. A better understanding of the molecular relationship between stress, inflammation and repair is necessary to potentially design a more effectively targeted conditioning approach. It is possible that different conditioning methods will need to be used depending on the route of administration and the therapeutic application.

In conclusion, we showed that conditioning MSCs with macrophage-derived inflammation increases the expression of genes involved in immunomodulation, revascularization, and cell survival, which are vital for tissue repair (Figure 7). These encouraging results revealed that the inflammatory conditioning of MSCs might boost the therapeutic strength of MSC transplants for a variety of damaged tissues, which has widespread clinical relevance. A benefit of using macrophage-derived inflammation as a conditioning approach is that MSCs will be primed to the environment into which they will be introduced. Here, we used rat MSCs with the aim of setting the ground for in vivo allotransplant preclinical studies. Our interpretations make reference to potential clinical applications because rat, mouse and human MSCs have been shown to behave similarly when exposed to stimuli activating the abovementioned pathways [27,28] and we consider it a translatable effect. A comparative analysis of the inflammatory conditioning strategy on rat, mouse and human cells would help understand whether the enhanced paracrine activity is conserved. We also showed that inflammatory conditioning may challenge MSC viability and motility. The impact of these possible effects of inflammatory conditioning on the pro-regenerative potential of MSCs in vivo is currently unknown. Additional preclinical research is needed to further explore the physiological effect of pre-conditioned MSCs and optimize the inflammatory conditioning method to most efficiently benefit from conditioning approaches that enhance the therapeutic potential of MSCs.

## 4. Materials and Methods

### 4.1. Animals

This study used adult female Sprague–Dawley rats (n = 6, 225–250 g, Charles Rivers Laboratory, Wilmington, MA, USA). We followed the guidelines of the National Institutes of Health and the United States Department of Agriculture for all animal procedures. The University of Miami Institutional Animal Care and Use Committee approved the procedures (Protocol #15-231, approved on 7 December 2015). The Assessment and Accreditation of Laboratory Animal Care accredited the animal facility. Rats were kept in pairs under a 12 h light/dark cycle with food and water accessible ad libitum.

### 4.2. Bone Marrow Harvest and Culture

Rats were euthanized in a CO_2_ chamber and their hind limbs immediately shaved and cleaned with antiseptic soap solution, followed by ethanol. The femurs and tibias were dissected out, rinsed and kept in ice-cold Leibovitz’s L-15 medium (ThermoFisher Scientific, Waltham, MA, USA). From the bones, the epiphyses were cut off and, using a syringe and needle, the medullary cavity of the diaphysis flushed out with D10 medium, which consists of Dulbecco’s Modified Eagle medium (DMEM; ThermoFisher Scientific, Waltham, MA, USA) supplemented with glutamine, 10% fetal bovine serum (FBS), and 1:1000 gentamycin. The flushed-out marrow was suspended in D10 using a glass pipette and washed twice in D10 by centrifugation at 1500 revolutions per minute (rpm) for 5 min at 4 °C. The supernatants were discarded after the washes and the final pellet was suspended in D10 and strained through a 100 μm FalconTM cell strainer (BD Life Sciences, East Rutherford, NJ, USA) to remove debris. The final cell suspension was added to a 100 mm uncoated plastic FalconTM culture dish (BD Life Sciences, East Rutherford, NJ, USA) and cultured at 37 °C and 6% CO_2_ for 16-24 h. In the culture dish, monocytes were suspended in the culture medium and MSCs adhered to the bottom. The culture supernatant was collected after 20 to 24 h and ran through fluorescence-activated cell sorting (FACS) to separate the monocytes. Fresh D10 was added to the MSCs that adhere to the plastic dish within the first 10 to 20 h of culture. With this protocol, we obtained MSC cultures and macrophage cultures from the same source bones.

### 4.3. Mesenchymal Stromal Cells

The bone marrow-derived MSCs were cultured on plastic for 72 h. After discarding the medium, attached cells were washed twice with Hank’s Balanced Salt Solution (HBSS; ThermoFisher Scientific, Waltham, MA, USA) and then detached with Trypsin-EDTA in HBSS for 3 min. A glass pipette was used to suspend the MSCs, which were then collected in a 50 mL conical tube with D10 and centrifuged at 1500 rpm for 5 min at 4 °C. Each conical tube contained MSC suspensions from one rat. The pellet was resuspended and washed once in D10 to remove and neutralize the remaining trypsin. The cells were then plated on poly-D-lysine (PDL)-coated dishes with D10 and labeled passage 0 (P0). Medium was refreshed every 72 h and near confluent cultures were split into the next passage. At P2, FACS was used to sort out MSCs and remove mature macrophages, which are present in bone marrow and attach to plastic during the first 8 h of culture. Sorted MSCs were cultured in D10 on PDL-coated dishes until P4. The mesenchymal phenotype of P4 MSCs was validated using flow cytometry (Supplementary Data Section I; Figure S2A–D). We used P4 MSCs in the experiments.

### 4.4. Macrophages

Bone marrow-derived monocytes were cultured, after sorting, in R10-50 medium (Roswell Park Memorial Institute-1640 medium (RPMI-1640; ThermoFisher Scientific, Waltham, MA, USA) with glutamine, 10% fetal bovine serum, 1:1000 gentamycin and 50 ng/mL macrophage colony stimulating factor (M-CSF; Peprotech Inc., Rocky Hill, NJ, USA) in uncoated plastic FalconTM culture dishes (BD Life Sciences, East Rutherford, NJ, USA) for 7 days to induce differentiation into macrophages. On day 3, R10-50 was refreshed. On day 7, some of the macrophage cultures received fresh R10 to maintain the macrophages as non-polarized macrophages (M0). The remaining cultures received R10-50 supplemented with 100 ng/mL of bacterial lipopolysaccharide (LPS; Sigma-Aldrich, St Louis, MO, USA) and 25 ng/mL of rat recombinant interferon-gamma (IFNγ; Peprotech Inc., Rocky Hill, NJ, USA) and were incubated for 24 h to polarize the macrophages to a classic pro-inflammatory phenotype (M1). The culture media of the M0 and M1 polarized macrophages were collected and centrifuged at 1500 rpm for 5 min at 4 °C to remove cellular debris. These provided the M0 (M0CM) and M1 conditioned media (M1CM) used in our experiments to condition MSCs. The polarized phenotype of M0 and M1 macrophages was confirmed using immunocytochemistry and fluorescence imaging (Supplementary Data Section I; Figure S2E–J).

### 4.5. Flow Cytometry Cell Sorting

MSCs obtained from confluent P2 cultures were trypsinized and quantified using the CountessTM II FL automated cell counter (ThermoFisher Scientific, Waltham, MA, USA). MSCs were stained with CD45-AF647 (#202212, BioLegend, San Diego, CA, USA), CD29-PE (#12-0291-81, ThermoFisher Scientific, Waltham, MA, USA) and the dead cell stain SYTOX Green (#S34862, ThermoFisher Scientific, Waltham, MA, USA), and then sorted using a Beckman Coulter MoFlo Astrios EQ cell sorter (Beckman Coulter Inc., Pasadena, CA, USA) operated with a 100 um nozzle, at 25 psi, and an event rate of approximately 10,000 events per second. Sorted MSCs were further cultured until P4.

Monocytes, to be sorted from the suspension of non-adherent bone marrow cells, were washed by centrifugation and counted using the CountessTM II FL automated cell counter. The cell suspension was incubated with CD45-AF647 (#202212, BioLegend, San Diego, CA, USA) and CD11b/c-PE (#12-0110-82, eBioscience Inc., San Diego, CA, USA), and the dead cell stain SYTOX Green (#S34862, ThermoFisher Scientific, Waltham, MA, USA).

All cells (107 cells/mL) were stained with antibodies and dyes for 25 min on ice, washed twice, and resuspended in custom flow buffer containing HBSS (non-Phenol Red), 25 mM HEPES, 0.1% gentamycin, and 5% fetal bovine serum. Antibodies were used at the concentrations for flow cytometry provided by the manufacturers.

### 4.6. MSCs Conditioning

MSCs were conditioned when cultures were about 80% confluent at P4. Macrophage-derived conditioned media (M0CM and M1CM) were thawed in a 37 °C water bath and gently mixed. D10 medium (D10) and macrophage polarization medium (Pol1) were freshly prepared and warmed up to 37 °C. MSC cultures were rinsed with D10 before conditioning with M0CM, M1CM, Pol1, or D10, for 24 h at 37 °C and 6% CO_2_. After conditioning, culture media were collected, centrifuged at 1500 rpm for 15 min to remove cellular debris, aliquoted, and stored at −80 °C.

### 4.7. Immunoassays

The level of nerve growth factor (NGF), human growth factor (HGF), glial-derived neurotrophic factor (GDNF), and vascular endothelial growth factor (VEGF) in the medium of conditioned MSCs and in the conditioning media (M0CM, M1CM, Pol1, D10) were determined using absorbance-based sandwich ELISAs, following the manufacturers’ protocols. Samples were thawed at room temperature, vortexed, spun down at 1000 G for 20 min at 4 °C, and assayed using NGF beta rat ELISA Kit (#ERNGF, ThermoFisher Scientific, Waltham, MA, USA), Rat HGF ELISA kit (#MBS825055, MyBiosource Inc., San Diego, CA, USA), Rat GDNF PicoKineTM ELISA Kit (#EK0363, Boster Bio, Pleasanton, CA, USA), and Rat VEGF Quantikine ELISA Kit (#RRV00, R&D Systems, Bio-techne, Minneapolis, MN, USA). Absorbance readings were carried out in a FLUOStar Omega microplate reader (BMG Labtech, Ortenberg, Germany).

### 4.8. RNA Extraction, Library Preparation, and Sequencing

RNA was extracted from MSCs after trypsinization following the manufacturer’s protocol for the RNeasy Mini Kit (Qiagen, Hilden, Germany) (further protocol details in Supplementary Data Section II). The samples, diluted to the desired concentration with RNAse-free water, were shipped to Novogene USA (Novogene Co., Beijing, China) for RNA sequencing and data analysis. Novogene controlled the sample quality using NanoDropTM, Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA) and agarose gel electrophoresis to measure the RNA integrity number (RIN) and sample purity.

cDNA libraries were built from a small amount of RNA using Illumina kits (Illumina Inc., San Diego, CA, USA) and quality controlled (QC) for concentration (Qubit 2.0 fluorometer; Life Technologies, Carlsbad, CA, USA) and insert size (Bioanalyzer). RNA quantity was confirmed at Novogene USA by quantitative polymerase chain reaction (qPCR). Sequencing was performed with the Illumina Platform PE150 (Q30 ≥ 80%), obtaining an average of 30 M reads/sample. The resulting FASTQ files were quality controlled for the rate of base calling error, A/T/G/C content distribution, and cleanliness.

### 4.9. Sequence Annotation and Differential Gene Expression

Clean reads were mapped to the rat reference genome (Rnor 6.0) using the TopHat algorithm (v2.0.12; mismatch = 2). We determined the regions mapped and the total, multiple, and distribution of mapped reads per chromosome to assess the quality of the data set. After confirmation of the good quality of the mapped reads, gene expression was quantified from the transcripts that mapped to exons using the HTSeq algorithm (v0.6.1; -m union). Gene expression levels were expressed in fragment per kilobase of transcript sequence per millions base pair sequenced (FPKM), which accounts for sequencing depth and gene length [97]. Plotting the FPKM mean of the replicates in a violin plot enabled the comparison and validation of the distribution of gene expression across conditions. Correlations were used to validate the reliability of the biological replicas within and across conditions. We applied the normalized quantification data to a statistical model (DESeq package, v1.10.1) to calculate differential expression (DE) of genes and the *p*-value. The value of false discovery rate (FDR), corrected for multiple testing to adjust the *p* value (padj). Genes with a padj < 0.05 were considered differentially expressed genes (DEG) and used for downstream analysis. Quantification, DE analysis, and data representation were conducted on language and statistical environment R (RStudio Team, Boston, MA, USA). A cluster analysis was used to visualize the relationships and patterns of gene expression across conditions, based on the log10(FPKM + 1) value. The raw and processed data generated during this RNAseq study were uploaded to the GEO repository under accession number GSE161798 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc = GSE161798, accessed date: 20 November 2020).

### 4.10. Gene Ontology and KEGG Pathway Analyses

The biological meaning of the DEG was determined using the gene ontology (GO) and KEGG databases. A hypergeometric test run with the GOseq tool (v2.12) was used to determine GO term enrichment. The enrichment of a GO term is the ratio between the number of DEG annotated for a specific GO term in our dataset and the number of reference genes for that GO term in the database. The hypergeometric test also determined the probability that the association to a GO term was made by chance [98]. GO terms are used to describe biological process, cellular components, and molecular function annotations.

The KOBAS tool (v3.0) was used to determine biological pathways annotated to the DEG in our dataset and calculated the level of enrichment and significance of each pathway by hypergeometric test. The level of enrichment of a biological pathway was represented here by the rich factor (RF), which is the ratio between the DEG annotated to a pathway and the number of reference genes for that KEGG pathway. The threshold of significance for both enrichments was set to padj < 0.05.

### 4.11. Statistical Analysis

Secretome data were statistically analyzed using SPSS Statistics package 26 (IBM, Armonk, NY, USA). Data were tested for normality before running statistical tests. One-way ANOVA was used to compare data between groups when the data were normally distributed. Kruskal–Wallis was used to compare data between groups when the data were not normality distributed. The threshold of significance was *p* < 0.05. Bonferroni correction was used for post hoc testing. GraphPad PRISM 8 (GraphPad Software Inc., San Diego, CA, USA) was used for data visualization.

## Figures and Tables

**Figure 1:**
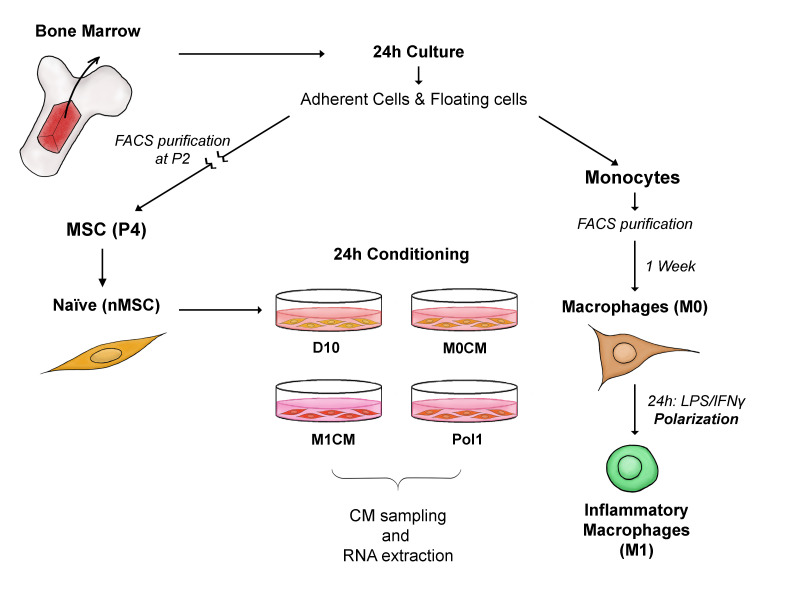
Experimental paradigm. The bone marrow was extracted from femurs and tibias of four rats and cultured on uncoated plastic dishes. After 24 h, mesenchymal stromal cells (MSCs) that adhered to the dish remained in culture and the supernatants were used to sort floating monocytes through FACS. Sorted monocytes were cultured for 1 week on uncoated plastic dishes with R10 medium supplemented with M-CSF to induce differentiation to macrophages. After 1 week, part of the macrophage culture received fresh R10 to remain unpolarized (M0), while the other part received a polarization cocktail with LPS and IFNγ to induce the pro-inflammatory phenotype (M1). In parallel, the MSC culture continued independently. MSCs were purified through FACS at passage 2 (P2) and cultured until P4 on poly(D)-lysine (PDL)-coated dishes. At P4, MSCs were conditioned for 24 h in separate batches with the CM collected from the two macrophage cultures, with the polarization medium used to induce the M1 phenotype and with fresh D10. M0CM, Pol1 and D10 served as controls for the experimental condition M1CM. The CM and RNA was collected from all conditioned MSCs to study the secretome and transcriptome. *Abbreviations*: FACS: fluorescence activated cell sorting; MSC: mesenchymal stromal cell; CM: conditioned medium; (D10, M0CM, M1CM, Pol1) represent the media in which naïve MSCs were cultured for conditioning: D10: DMEM medium with 10% fetal bovine serum and 1:1000 gentamycin; M0CM: M0 macrophage conditioned medium; M1CM: M1 macrophage conditioned medium; Pol1: pro-inflammatory polarization medium.

**Figure 2:**
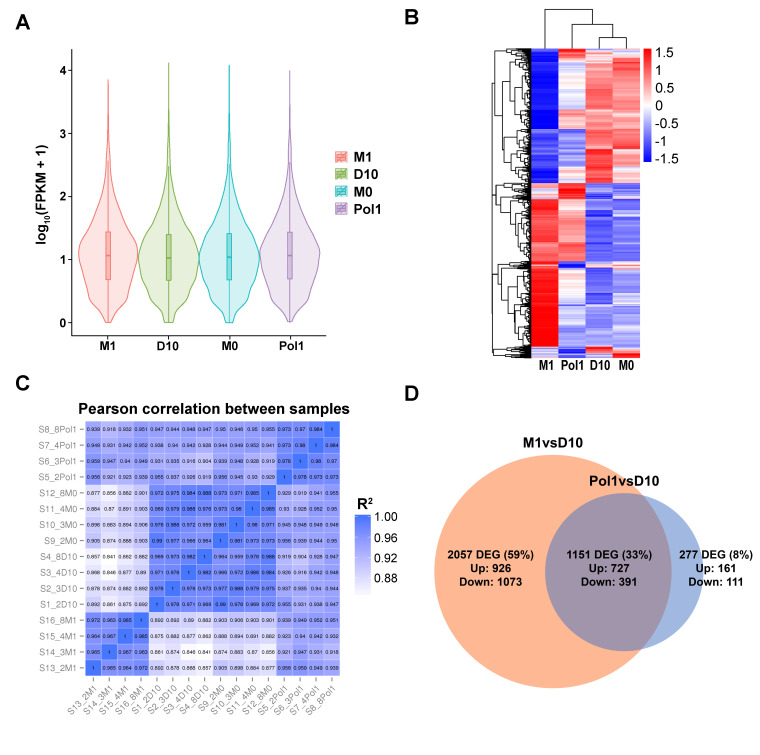
RNAseq overview and quality control. Macrophage-derived inflammatory conditioning of MSCs results in gene expression changes. (**A**) A violin plot shows that the distribution of the level of gene expression is similar across conditions, indicating no abnormalities in the dataset. *x*-axis represents the four conditions, and the *y*-axis represents the mean level of gene expression. Each violin has five statistical magnitudes (max value, upper quartile, median, lower quartile and min value). The violin width shows the gene density. (**B**) Cluster analysis of differentially expressed genes. The log10(FPKM+1) was the unit used for clustering and color scaling. Red denotes genes with high expression levels, and blue denotes genes with low expression levels. The hierarchical tree on the left indicates the relationship between clusters of genes with similar patterns of gene expression. (**C**) Correlation matrix showing the level of similarity in gene expression pattern between samples. The color grading is based on the value of the square of Pearson correlation coefficient. The axes show the sample names (S1 to S16), including the condition they represent. (**D**) Venn diagram comparing the differentially expressed genes (DEG) resulting from the comparisons M1vsD10 and Pol1vsD10. The overlap of both sets represents the genes expressed in both M1 and Pol1 conditions compared to D10. *Abbreviations*: FPKM: fragments per kilobase of transcript sequence per millions base pairs sequenced; D10: MSCs conditioned with DMEM medium with 10% fetal bovine serum; M0: MSCs conditioned with M0CM; M1: MSCs conditioned with M1CM; Pol1: MSCs conditioned with pro-inflammatory polarization medium.

**Figure 3:**
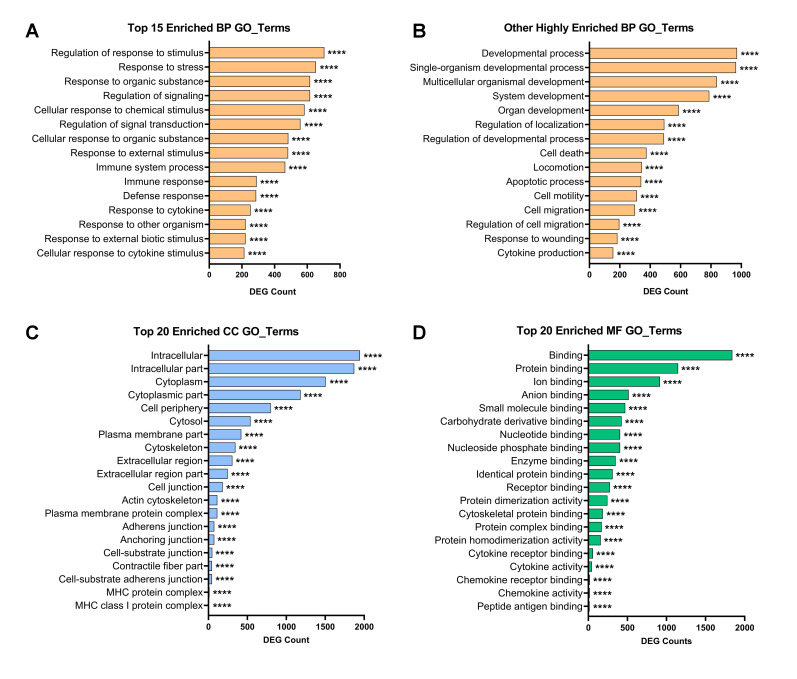
Gene Ontology analysis. Summary of significantly enriched biological annotations with DEG resulting from the comparison M1vsD10. The *x*-axis shows the amount of DEG annotated with each given GO term and the *y*-axis shows the list of GO terms. (**A**) Top 15 of most significantly enriched (lowest *p*(adj)) biological process GO annotations. The common theme is response to inflammation and stress events. (**B**) Other 15 biological process GO annotations with high DEG enrichment that reflect an increased reparative potential of conditioned MSCs, while viability and motility seem to be compromised. (**C**) Top 20 of most significantly enriched cellular component GO annotations, indicating the high level of activity in the cytoplasmic and peripheral regions. (**D**) Top 20 of most significantly enriched molecular function GO annotations, indicating high transcriptomic regulation, intracellular trafficking, and signal transduction. Asterisks represent the statistical value based on the corrected *p*-value resulting from the hypergeometric test (**** indicates *p*(adj) < 0.0005). *Abbreviations*: GO: gene ontology; BP: biological process; CC: cellular component; MF: molecular function; DEG: differentially expressed gene.

**Figure 4:**
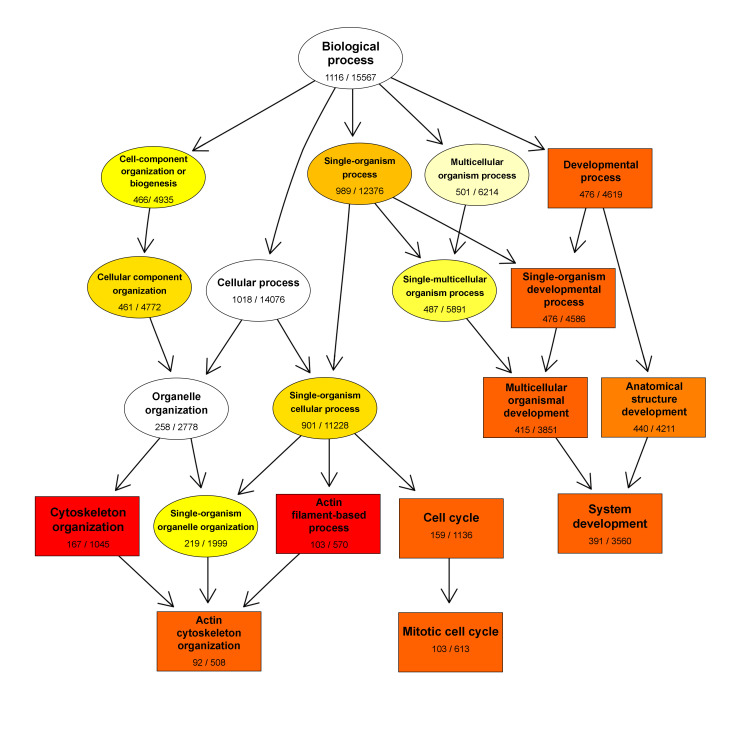
Directed acyclic graph (DAG) of GO terms enriched with downregulated DEG. This DAG represents the hierarchical relationship between biological process GO terms enriched with downregulated DEG from the comparison M1vsD10. Each node represents a GO term and branches represent the containment relationships and the degree of colors represent the extent of enrichment, with black and white ellipses representing non-significant enrichment and yellow to red representing the gradient from higher to lower *p*(adj) values. The numbers under the GO terms are the ratio of downregulated DEG annotated with that term over the number of genes annotated with that term in the reference database. Top 10 of significantly enriched terms are represented in boxes and the rest in ellipses.

**Figure 5:**
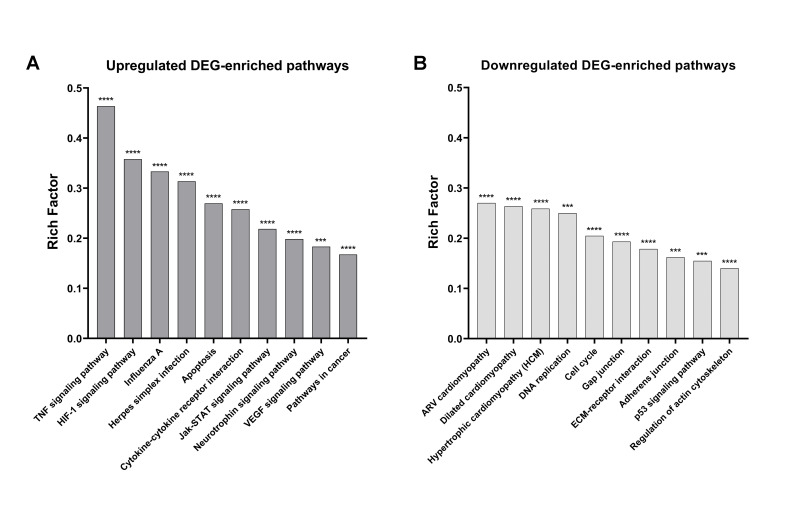
KEGG pathway analysis. Biological pathways enriched with DEGs resulting from the comparison M1 vs. D10. The *x*-axis represents the selected biological pathways from the KEGG database and the *y*-axis represents the rich factor, which is the result of the ratio between the number of DEG annotated with a given pathway in our dataset over the number of genes related to that pathway in the database. (**A**) Top RF biological pathways enriched with upregulated DEG. (**B**) Top RF biological pathways enriched with downregulated DEG. Asterisks represent the statistical value based on the corrected *p*-value resulting from the hypergeometric test (**** indicates *p*(adj) < 0.0005; *** indicates *p*(adj) < 0.005). Abbreviations: RF: rich factor.

**Figure 6:**
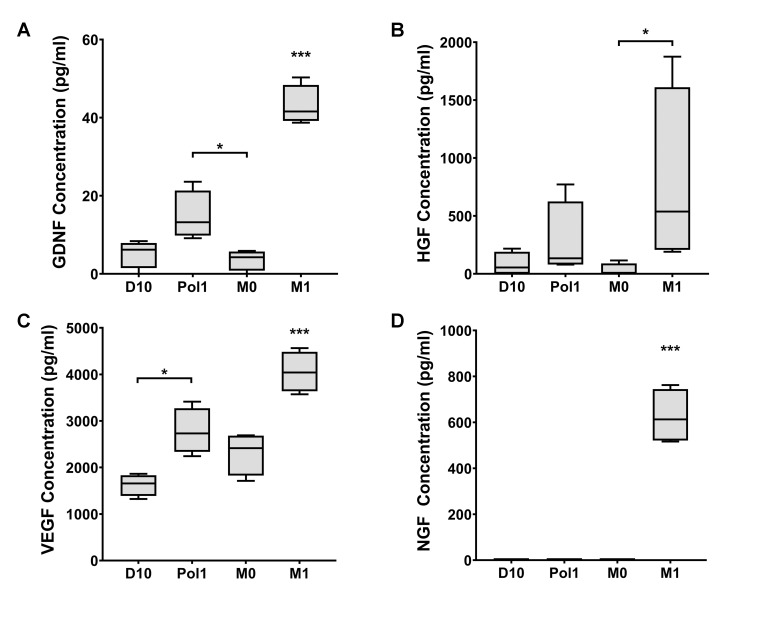
Secretome analysis. Growth factor concentration in MSC conditioned medium after 24 h conditioning was measured with immunoassays. (**A**) Box plot of the concentration of GDNF in MSC CM across conditions. M1CM conditioning induces significantly higher secretion of GDNF compared to the three controls. Pol1 conditioning induces significantly higher secretion of GDNF than M0CM. (**B**) Box plot of the concentration of HGF in MSC CM across conditions. M1CM conditioning induces significantly higher secretion of HGF compared to M0CM. (**C**) Box plot of the concentration of VEGF in MSC CM across conditions. M1CM conditioning induces significantly higher secretion of VEGF compared to the three controls. Pol1 conditioning induces significantly higher secretion of VEGF than regular D10. (**D**) Box plot of the concentration of NGF in MSC CM across conditions. M1CM conditioning induces significantly higher secretion of NGF compared to controls. Asterisks represent the level of significance on one-way ANOVA test (**A**,**C**,**D**) or Kruskall–Wallis test (**B**), with * = *p* < 0.05 and *** = *p* < 0.0005. Error bars indicate minimum and maximum values. Abbreviations: GDNF: glial-derived neurotrophic factor; HGF: hepatocyte growth factor; VEGF: vascular endothelial growth factor; NGF: neural growth factor; CM: conditioned medium; D10: MSCs conditioned with DMEM medium with 10% fetal bovine serum; M0: MSCs conditioned with M0CM; M1: MSCs conditioned with M1CM; Pol1: MSCs conditioned with pro-inflammatory polarization medium.

**Figure 7:**
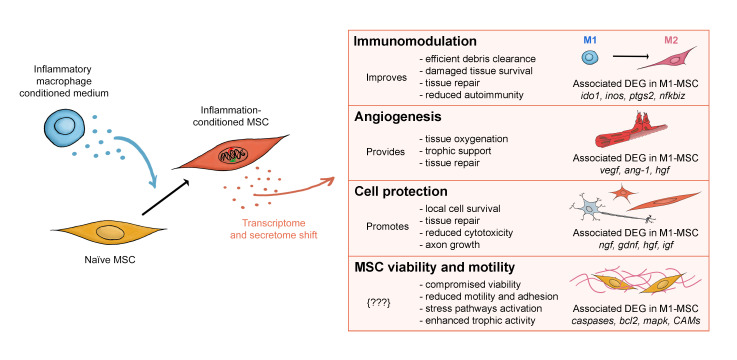
Graphic summary. Macrophage-derived inflammatory conditioning induces changes in the transcriptome and secretome of bone marrow-derived MSCs. Conditioned MSCs have increased expression levels of genes that are known to participate in immunosuppressive and immunomodulatory events (e.g., *ido1*, *nos2, il13r, ptgs2, hif1α, nfkbiz*), suggesting that macrophage-derived inflammation potentiates the immunomodulatory ability of MSCs. Similarly, conditioning induced higher levels of expressed genes (e.g., *vegf*, *ang-1*, *hgf, egf, hif1)* and secreted growth factors known to promote angiogenesis, indicating the potentiation of MSC angiogenic ability. Inflammatory conditioning also increased the expression of genes associated with the promotion of tissue repair and cell survival (e.g., *ngf, gdnf, igf1, bmp).* Given that immunomodulation, angiogenesis and the promotion of cell survival are synergistic events that are essential to tissue repair, our work suggests that macrophage-derived inflammatory conditioning of MSCs before transplantation may enhance the therapeutic potential of MSCs transplants. On the other hand, our data also show that conditioned MSCs show signs of apoptosis, arrested cell cycle and reduced motility, because genes related to cell death and apoptosis are upregulated, while survival genes (i.e., *bcl-2*) are downregulated. The impact of these challenges on the therapeutic potential of MSCs transplants is yet unknown, so further research is needed to better understand and optimize the conditioning method. In the chart, we summarize the sub-phenomena that result from enhancing the respective physiological processes in damaged tissue. The curved arrows, on the left, represent the effect of macrophages’ (blue) or conditioned-MSC’ secretomes on other cells, while the straight black arrow represents a phenotype transition from naïve MSC to conditioned MSC. Abbreviations: MSC = mesenchymal stromal cell; M1 = pro-inflammatory macrophage; M2 = anti-inflammatory macrophage; DEG = differentially expressed genes; M1-MSC = macrophage-derived inflammation-conditioned MSC; {???} = unknown effect on the therapeutic efficacy of pre-conditioned MSC transplants; CAMs = cell adhesion molecule-related genes.

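Igf1, which promotes growth and survival, was at 2.46 ± 1.96 against 8.58 ± 6.96 CPM in M1CM and D10 (log2 fold change -1.80, standard error 1.02, adjusted p = 0.169), and lower with a term for the rat (adjusted p = 3.81e-05). Bmp2, a bone and cartilage inducer, rose from 2.31 ± 1.72 to 19.3 ± 13.8 CPM (log2 fold change 3.05, standard error 0.65, adjusted p = 0.00155), while Bmp3, a BMP antagonist, fell (log2 fold change -2.30, standard error 0.57, adjusted p = 0.00422), as did Bmp1, a procollagen protease gene that is no ligand (log2 fold change -0.67, standard error 0.18, adjusted p = 0.00762; adjusted p = 0.0522 without rat 3 and 0.0747 without rat 4, n = 4 in each). Described with no test, Bmp6 was higher and Bmp4 lower in M1CM than in D10 in each rat.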

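Of 23 pro-apoptotic genes tested, 14 were higher and 2 lower in M1CM than in D10, 14 and 3 adjusted over the list alone (camera adjusted p = 0.00985 with an estimated correlation). Mlkl, the executor of necroptosis, rose from 12.6 ± 2.37 to 126 ± 14.4 CPM (log2 fold change 3.32, standard error 0.16, adjusted p = 6.6e-10), and Bak1, which opens the mitochondrial outer membrane, from 52 ± 3.66 to 122 ± 6.61 (log2 fold change 1.23, standard error 0.09, adjusted p = 9.87e-08). The lower ones are the BH3-only genes Pmaip1 (32.8 ± 7.28 to 6.61 ± 0.785; log2 fold change -2.31, standard error 0.16, adjusted p = 2.91e-08) and Bmf (3.39 ± 0.269 to 1.66 ± 0.361; log2 fold change -1.03, standard error 0.25, adjusted p = 0.00339, n = 4 in each). Positive regulation of cell death held 139 higher genes of 413, against 99.6 expected (adjusted p = 0.000128, one-sided Fisher's exact test).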

## Data Availability

The data presented in this study are openly available in the NIH Gene Expression Omnibus (GEO) repository, under accession number GSE161798.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/22/2/781/s1.

## Abbreviations

MSC	Mesenchymal stromal cell
RNAseq	RNA high throughput sequencing
GO	Gene ontology
LPS	Lipopolysaccharide
D10	Baseline medium for MSC (DMEM + fetal bovine serum + gentamycin)
Pol1	Pro-inflammatory polarization medium for macrophages
M0CM	Conditioned medium from non-polarized macrophages (M0)
M1CM	Conditioned medium from pro-inflammatory macrophages (M1)
IFNγ	Interferon gamma
FACS	Fluorescence activated cell sorting
P2, P4	Passage 2 or 4
CM	Conditioned medium
PDL	Poly-(D)-Lysine
FPKM	Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced
DEG	Differentially expressed gene
DE	Differential expression
BP	Biological process
MAPK	Mitogen activated protein kinase
*hif1α*	Hypoxia inducible factor 1 subunit alpha
*nfkb1*	Nuclear factor kappa B subunit 1
*nfkbiz*	Nuclear factor kappa B inhibitor zeta
*hgf*, HGF	Hepatocyte growth factor
*ngf*, NGF	Nerve growth factor
*ido1*	Indoleamine 2,3-dioxygenase 1
*irfs*	Interferon regulatory factors
DAG	Directed acyclic graph
*p*(adj)	*p*-value adjusted for multiple testing
CC	Cellular component
MF	Molecular function
MHC	Major histocompatibility complex
KEGG	Kyoto Encyclopedia of Genes and Genomes
RF	Rich factor
TNF	Tumor necrosis factor
*Gdnf*, GDNF	Glial derived neurotrophic factor
*Vegf*, VEGF	Vascular endothelial growth factor
*bcl2*	B cell lymphoma 2
JAK	Janus kinase
STAT	Signal transducer and activator of transcription
ELISA	Enzyme-linked immunosorbent assay
*nos2*	Nitric oxide synthase 2
*il13r*	Interleukin 13 receptor
*ptgs2*	Prostaglandin synthase 2
*ang-1*	Angiopoietin 1
*egf*	Endothelial growth factor
IGF	Insulin like growth factor
FGF	Fibroblast growth factor
*bmp*	Bone morphogenetic protein
*wnt*	Wingless-Int-1 protein family
PGE2	Prostaglandin E2
QC	Quality control
GEO	Gene expression omnibus

# Supplementary material for: Macrophage-Derived Inflammation Induces a Transcriptome Makeover in Mesenchymal Stromal Cells Enhancing Their Potential for Tissue Repair
**Source:** Int J Mol Sci. 2021 Jan 14;22(2):781. doi: 10.3390/ijms22020781
**Supplement:** Supplementary file 1

**Supplementary material**

**Macrophage-derived inflammation induces a transcriptome makeover in mesenchymal stromal cells in support of tissue repair**

Maldonado-Lasunción I*, O’Neill N, Umland O, Verhaagen J, Oudega M*

**Table of contents**

**Section I – Cell characterization.** Includes the methods to evaluate MSC mesenchymal phenotype and macrophage polarization, their results and **Fig S1**.

**Section II – RNA extraction and quality control.** Includes extended methods for RNA extraction and results of RNA extraction and quality evaluation.

**Section III – Sequencing overview and quality control.** Includes **Fig S2,** **Table S1** and **Table S2.**

**Section IV – Gene Ontology Analysis**. Includes **Table S3**, **Table S4** and **Table S5**.

**Section V – KEGG Pathway Analysis**. Includes **Table S6**, **Table S7** and **Fig S3**.

*Table S1 and Tables S3 - S7 are attached as separate spreadsheets.*

*Figures S1-S3 are included in full resolution in the zip folder with the main manuscript figures.*

**Section I – Cell characterization.**

**Methods for flow cytometry for MSC**

P4 MSC were characterized using a CytoFLEX flow cytometer (Beckman Coulter Inc, California, USA). For this, trypsinized MSC were counted using the Countess^TM^ II FL automated cell counterand resuspended to a single cell suspension. The cell suspension was incubated with CD29-PE (#12-0291-81, ThermoFisher Scientiifc), CD90-FITC (#ab226, Abcam, Cambridge, United Kingdom), CD34-AF647 (#NBP2-33076-AF647, Novus Biologicals, Colorado, USA), CD45-PE-Vio770 (#130-107-791, Miltenyi Biotec, Bergisch Gladbach, Germany) and the cell viability dye Ghost Dye Red 780 (#13-0865-T100, Tonbo Biosciences, California, USA), then screened on the flow cytometer. Cells (10^7^ cells/ml) were incubated with the antibodies and viability dye for 25 min on ice, washed twice, and then resuspended in custom flow buffer containing HBSS (non-Phenol Red), 25 mM HEPES, 0.1 % gentamycin, and 5 % fetal bovine serum. Antibodies were used at the concentrations for flow cytometry provided by the manufacturers.

**Methods for immunocytochemistry and imaging**

We characterized the polarized macrophages using immunocytochemistry. After polarization and CM collection, macrophages were washed and fixed with 4 % paraformaldehyde for 10 min at room temperature. The cells were then washed and incubated in PBS with 5 % normal goat serum (Vector Laboratories Inc, California, USA) and 0.3 % Triton X-100 for 1 h at room temperature to block non-specific binding and permeabilize the cells. For staining, we used primary antibodies against a general macrophage marker, CD68 (1:200; ED1 clone, #MAB1435, MilliporeSigma, Massachusetts, USA) and against the classic inflammatory marker, inducible nitric oxide synthase (prediluted; iNOS; #ab15326, Abcam, Cambridge, United Kingdom) in PBS with 5 % normal goat serum (Vector Laboratories Inc, California, USA) and 0.3 % Triton X-100 for 2 h at room temperature. The cells were washed three times in PBS and then incubated with the secondary antibody goat-anti-mouse IgG-AF555 (1:500; #ab150114, Abcam) and goat-anti-rabbit IgG-AF488 (1:500; #A-11034, ThermoFisher Scientific) in PBS for 2 h in the dark at room temperature. After two washes with PBS, the cells were imaged with a Zeiss AxioVert 200M inverted fluorescence microscope (Carl Zeiss AG, Oberkochen, Germany).

**Results of cell characterization**

The mesenchymal phenotype of sorted MSC was studied by flow cytometry using fluorescently labeled antibodiesto cell surface antigens (Fig. S1). MSC were positive for CD90 (99.6%) and CD29 (99.9%), and negative for CD45 (0.7%) and CD34 (0.1%) (Fig. S1A). The average viability of trypsinized MSC used for RNA extraction was 96% across conditions (data not shown). The phenotype of the polarized pro-inflammatory macrophages, which we refer to as M1 macrophages, and the non-activated macrophages, which we refer to as M0 macrophages, was studied using staining for iNOS/CD68 and CD68 only, respectively (Fig. S1B). Thus, our data showed that the MSC cultures used for the experiments were of high purity and that the macrophages were properly polarized.

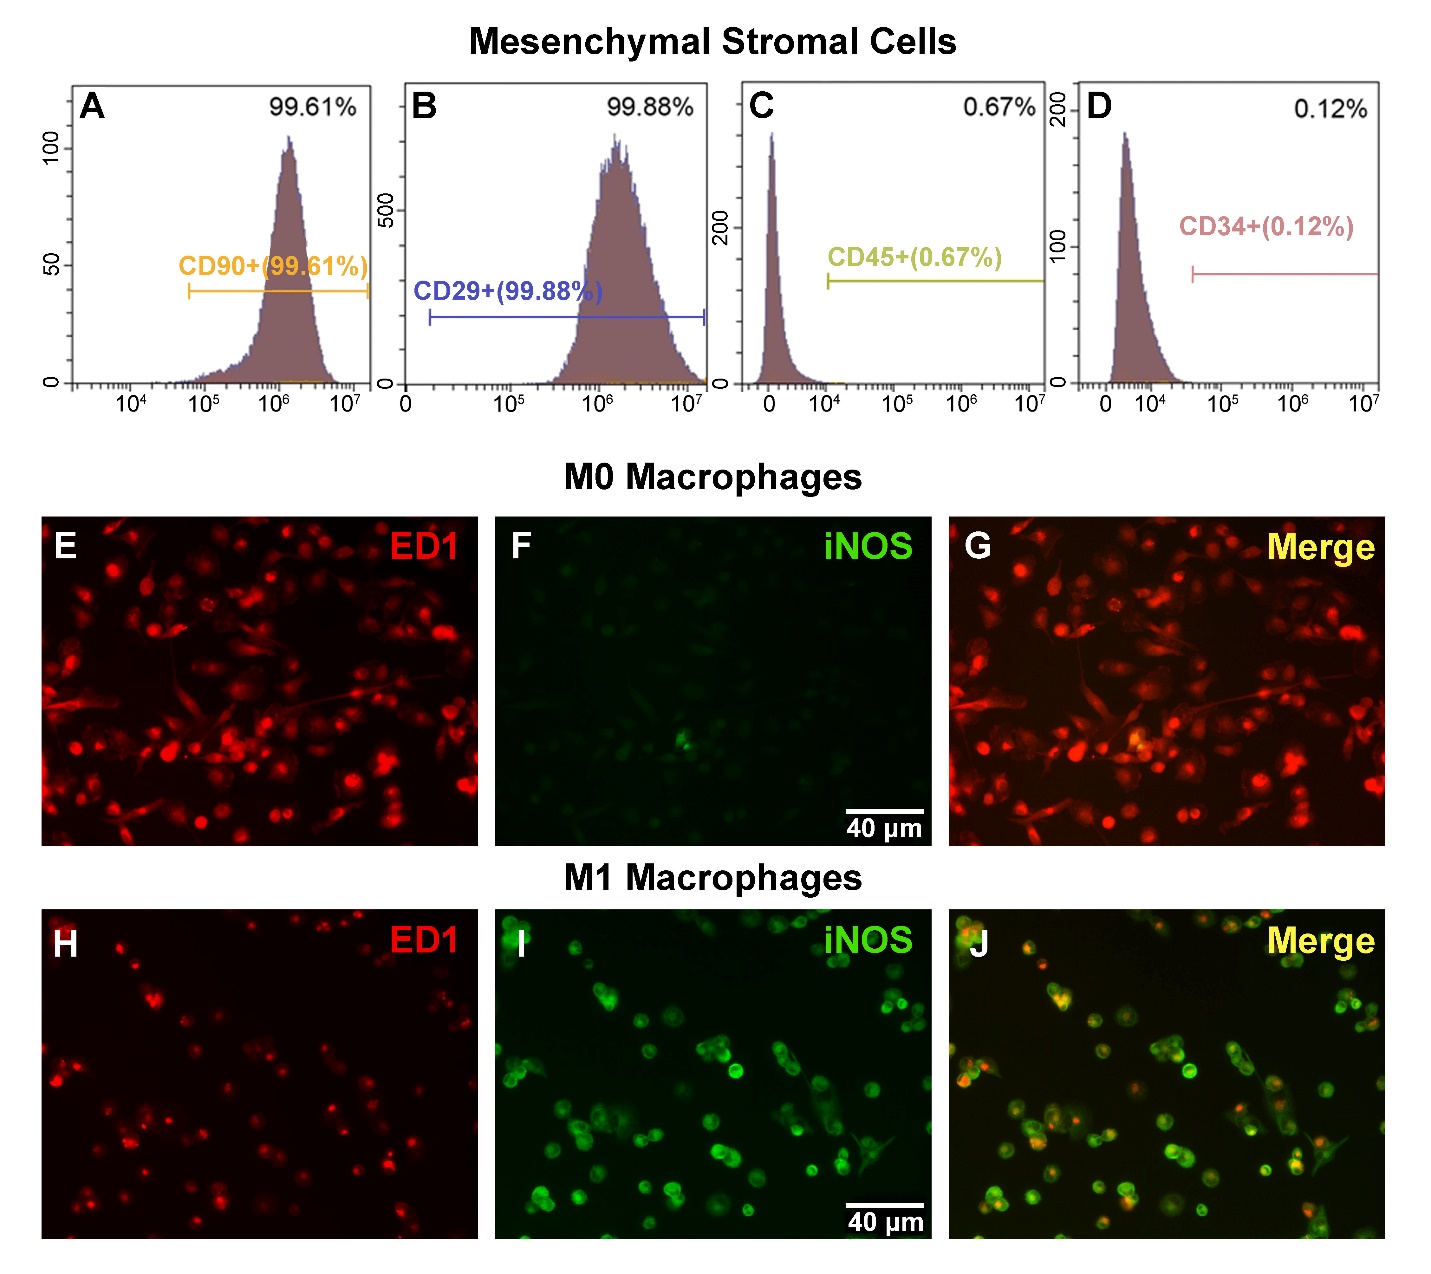

**Fig. S1. Cell characterization.** Mesenchymal stromal cells purity was confirmed by flow cytometry based on the expression of CD90, CD29 and the absence of CD45 and CD34. **(A)** 99.61% of cells were positive for marker CD90; **(B)** 99.88% of cells were positive for marker CD29; **(C)** 0.67% of cells were positive for marker CD45, which is considered as a culture negative for CD45; **(D)** 0.12% of cells were positive for marker CD34, which is considered as a culture negative for CD34. Macrophages were properly polarized to pro-inflammatory (M1) or left unpolarized (M0), as shown here by ICC. Photomicrographs of fixed cells showing fluorescently immunostained M0 macrophages **(E)** positive for CD68 (ED1), a general macrophage surface marker, **(F)** negative for iNOS, a canonical pro-inflammatory marker **(G)** and the merge of the two stainings; and M1 macrophages **(H)** positive for CD68 (ED1), **(I)** positive for iNOS **(J)** and the merge of the two stainings. Scale bar is 40 μm.

**Section II – RNA extraction, quality control and qPCR.**

**Methods for RNA extraction and quality evaluation**

After cell lysis with RLT and addition of the samples to the spin columns, a DNase step was performed using a DNase set (Qiagen, Hilden, Germany) to eliminate DNA contamination. RNA was purified on the spin column and eluted with RNase-free water. RNA concentration and purity were tested with a NanoVue^TM^ Plus Spectrophotometer (GE Healthcare, Illinois, USA). Finally, samples were diluted to the desired concentration with RNase-free water.

**Results of RNA extraction and RNA quality**

After 24 h conditioning, we extracted 32.4 ± 7.5 μg RNA from the cultures. The extracted RNA had a A260/A280 ratio of 2.1 ± 0.006 and a A260/A230 ratio of 2.3 ± 0.11. The RIN of the extracted RNA was 10 across all samples, according to the Bioanalyzer and agarose gel electrophoresis data. Note that RNA quality control was performed at each step during the experiments, sequencing and just prior to DE analysis. Together, the data showed that the extracted RNA was of high quality and purity, therefore suitable for preparing libraries and performing sequencing.

**Section III – Sequencing overview and quality control**

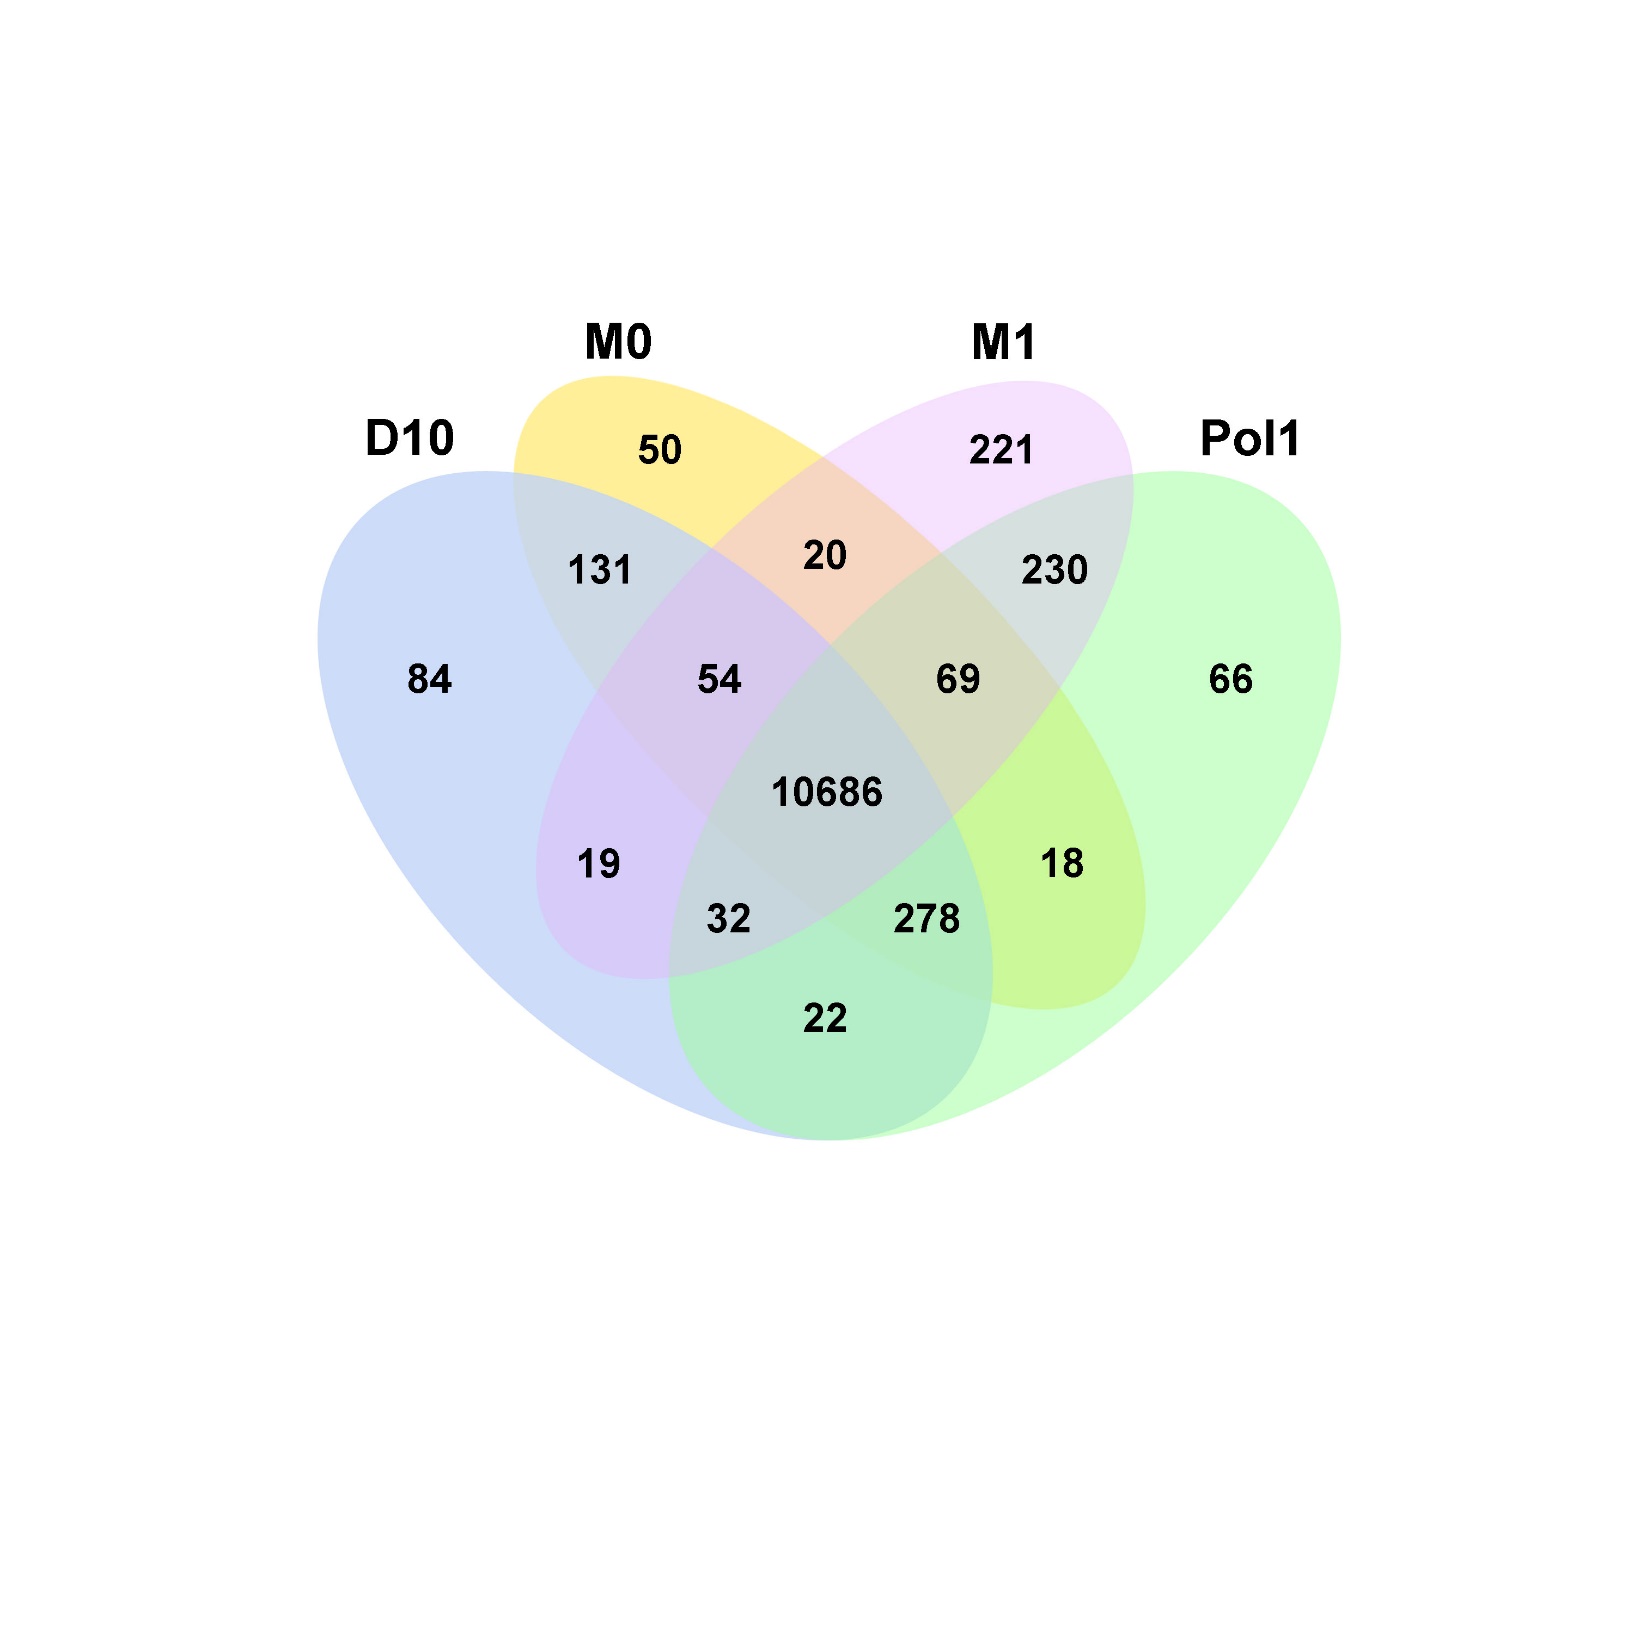

**Fig. S2. Co-expression Venn diagram.** Venn diagram showing the number of genes expressed across conditions and the overlap between them. The numbers present in sections covering just one condition represent the number of genes expressed uniquely in that condition, while the areas representing overlap between ellipses contain the numbers for the genes expressed in two or more of those conditions. The sum of the numbers within one ellipse represent the number of total genes expressed in that condition.

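At a mean above 1 FPKM over the 4 rats, 11306 genes were expressed in D10, 11306 in M0CM, 11401 in Pol1 and 11331 in M1CM. Of 11980 genes expressed in any condition, 10686 were expressed in all 4, 84 in D10 only, 50 in M0CM only, 66 in Pol1 only and 221 in M1CM only. At this limit the numbers printed in the diagram match these. With a mean above 0.5 FPKM, 248 genes were expressed in M1CM only. A count on one side of a limit is not a test of a difference between conditions.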

**Table S1:** **Mapping quality summary.**

*Detailed sample information included in separate spreadsheet with full Table S1.*

| **Sample name** | **Average** | **Std Deviation** |
| --- | --- | --- |
| **Total reads ^a^** | 72098228.63 | 6472765.53 |
| **Total mapped (%) ^b^** | 86.66 | 1.27 |
| **Multiple mapped (%) ^c^** | 4.70 | 0.57 |
| **Uniquely mapped (%) ^d^** | 81.96 | 1.52 |
| **Read-1 (%)** | 41.33 | 0.80 |
| **Read-2 (%)** | 40.63 | 0.75 |
| **Reads map to '+' (%) ^e^** | 40.93 | 0.76 |
| **Reads map to '-' (%) ^e^** | 41.04 | 0.77 |
| **Non-splice reads (%) ^g^** | 37.70 | 1.18 |
| **Splice reads (%) ^g^** | 44.26 | 1.56 |

^a^ Total number of filtered reads (Clean data).

^b^ Total number of reads that can be mapped to the reference genome. In general, this number should be larger than 70% when there is no contamination and the correct reference genome is chosen.

^c^ Number of reads that can be mapped to multiple sites in the reference genome. This number is usually less than 10% of the total.

^d^ Number of reads that can be uniquely mapped to the reference genome.

^e^ Number of reads that map to the positive strand (+) or the minus strand (-).

^f^ Splice reads can be segmented and mapped to two exons (also named junction reads), whereas non-splice reads can be mapped entirely to a single exon. The ratio of splice reads depends on the insert size used in the RNA-seq experiments.

**Table S2:** **Summary of differentially expressed genes between conditions.**

| **Comparison** | **Upregulated DEG^a^** | **Downregulated DEG^b^** |
| --- | --- | --- |
| **M1 vs D10** | 1721 | 1487 |
| **M0 vs D10** | 54 | 5 |
| **Pol1 vs D10** | 919 | 509 |
| **M1 vs Pol1** | 813 | 588 |
| **M1 vs M0** | 1535 | 1312 |
| **M0 vs Pol1** | 452 | 776 |

The total number of up-^a^ or down-regulated^b^ DEG resulting from the comparison between conditions. 

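The authors' table calls 3208 genes between M1CM and D10, of which 3108 were tested here and 3086 called in the same direction by edgeR. For Pol1 against D10 this holds for 1312 of 1408, for M0CM against D10 for 18 of 53, for M1CM against Pol1 for 1326 of 1365, for M1CM against M0CM for 2742 of 2774 and for M0CM against Pol1 for 1095 of 1206, with 0 in the opposite direction in each. M1CM held 2913 genes higher and 2555 lower than M0CM, and M0CM 769 higher and 1136 lower than Pol1 (n = 4 in each), the latter 1905 in sum, 3591 with a term for the rat and 904 and 1145 without rat 4 or 8.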

The criteria to identify DEGs was a fold change > 0 and the statistical significance of the change in gene expression p(adj) < 0.05. Abbreviations: DEG: differentially expressed genes; D10: MSC conditioned with DMEM medium with 10% fetal bovine serum; M0: MSC conditioned with M0CM; M1: MSC conditioned with M1CM; Pol1: MSC conditioned with pro-inflammatory polarization medium.

* The full list of DEG obtained per comparison is available in the GEO data repository, under accession GSE161798.

**Section IV – Gene Ontology Analysis.**

The GO analysis is presented in the main manuscript, but we considered it relevant to share the full list of significantly enriched GO terms for each term type. The GO terms are sorted in order of significance and the rich factor data is color coded for easier reference to the directionality of the enrichment (whether it is more enriched with up- or down-regulated genes).

**Table S3: Top 100 biological process GO terms resulting from M1 Vs D10 comparison.**

*Full table included in separate spreadsheet for Table S3.*

**Table S4: Cellular component GO terms resulting from M1 Vs D10 comparison.**

*Full table included in separate spreadsheet for Table S4.*

**Table S5: Molecular function GO terms resulting from M1 Vs D10 comparison**

*Full table included in separate spreadsheet for Table S5.*

**Column legend for tables S3 thru S5:**

(1) GO accession: Gene Ontology entry.

(2) Description: Detailed description of Gene Ontology.

(3) Over represented p-Value: p-value in hypergenometric test.

(4) Corrected p-Value: Corrected P-value; GO with corrected p-values < 0.05 are significantly enriched in DEGs.

(5) DEG item: Number of DEGs with GO annotation.

(6) Bg_item: Number of background genes related to this GO.

(7) Up: Number of up-regulated DEGs related to this GO.

(8) Down: Number of down-regulated DEGs related to this GO.

(9) Up_RF: Ratio of upregulated DEG over background genes related to that GO, representing the level of enrichment of this GO term with up_DEGs.

(10) Down_RF: Ratio of downregulated DEG over background genes related to that GO, representing the level of enrichment of this GO term with down_DEGs.

(11) Up_Gene_names: ID of up-regulated DEGs related to this GO.

(12) Down_Gene_names: ID of down-regulated DEGs related to this GO.

**Section V – KEGG Pathway Analysis.**

The KEGG analysis is presented in the main manuscript, but here we share the list of top 60 significantly enriched GO terms for each term type. The GO terms are sorted based on the rich factor data.

**Table S6: Biological pathways enriched with upregulated DEG**

*Full table included in separate spreadsheet for Table S6.*

**Table S7: Biological pathways enriched with downregulated DEG**

*Full table included in separate spreadsheet for Table S7.*

**Column legend for tables S6 and S7:**

(1) Database: The database of pathway.

(2) ID: KEGG ID.

(3) #Term: The description of KEGG pathways.

(4) Input number: Number of DEGs with pathway annotation.

(5) Background number: Number of all reference genes with pathway annotation.

(6) P-value: P-value in hypergenometric test.

(7) Corrected P-value: Corrected P-value，pathway with Corrected P-value < 0.05 are significantly enriched in DEGs.

(8) Rich factor: Ratio between upregulated DEG in our data and the number of genes assigned to that pathway in KEGG

(9) Input: Genes that related to the Pathway.

(10) KEGG_ID/KO: The KEGG_ID or KO number of DEGs enriched.

(11) Entrez_ID: The NCBI-GeneID of DEGs enriched.

(12) Hyperlink: the URL to the biological pathway diagram.

**Example of content included in tables S6 and S7:**

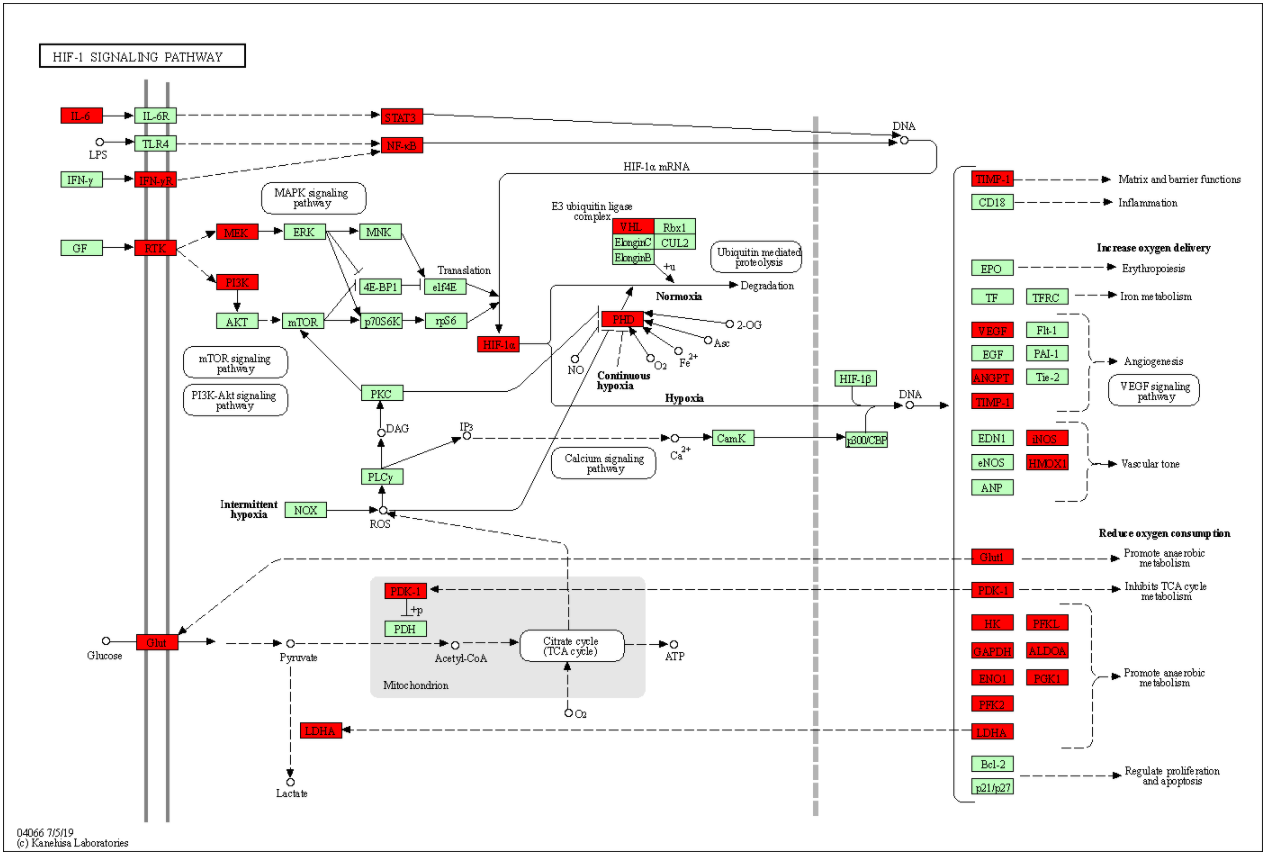

**Fig. S3. Snapshot of HIF-1 signaling pathway, an example resulting from following the URL hyperlink included on Tables S6 and S7.** The KEGG pathway analysis results include a hyperlink with each pathway entry, where we can observe the genes annotated to that pathway in the database, details about gene variants and color coded to represent gene expression in our experiments. The red boxes contain upregulated DEG in our dataset and the green boxes downregulated genes. If a box contains up- and downregulated genes, it will be represented in yellow.

How the deposited data were processed for this re-analysis (not part of the article)

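Messenger RNA was measured in MSCs from 4 rats after 24 h in D10, M0CM, Pol1 or M1CM, 16 libraries in all. The same 4 rats gave the MSCs of every condition. The submitters' processing notes name TopHat2 2.0.12 with Bowtie2 2.2.3 and HTSeq 0.6.1, and DESeq 1.18.0, while the paper's Methods name another DESeq version. The file deposited by the authors holds, for 26689 genes, the read counts of each library, made by the authors with HTSeq and not normalized. It also holds FPKM values of each library and of each condition's mean, computed by the authors from counts, gene length and library total, and, for each of 6 comparisons, the p-values and adjusted p-values of the authors' test, with their calls. The gene lengths deposited by the authors are in bases. The values tested against these units held no contradiction: counts are whole numbers, and condition means are means of the 4 libraries. Column descriptions were read but hold no measurements.

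Of the genes listed, 21939 carry a name, 419 more were named through their KEGG annotation, and 4405 have no name. 25 names had been turned into dates by a spreadsheet and were not used as names. KEGG annotation stands only beside the 3933 genes that the authors called in some comparison, so a name taken from it depends on those calls. Coordinates were not used, since 68 and 24 genes lie on contigs named for an earlier assembly (AABR06 and JH620).

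Library totals were 25259670 to 31992709 counts in D10, 24055829 to 27863079 in M0CM, 25097631 to 28075391 in Pol1 and 23291125 to 27808152 in M1CM. Counts were scaled by the trimmed mean of M-values in edgeR 4.0.16 (R 4.3.3), and the 13556 genes with at least 10 counts in at least 4 libraries were tested with the quasi-likelihood F-test on all 16 libraries, with 1 term per condition, two-sided, and Benjamini-Hochberg adjustment over the genes of each comparison. A gene was called at an adjusted p below 0.05 with no minimum fold. Levels are counts per 1e6 counts (CPM) with the SD over 4 libraries, and standard errors are those of the log2 fold change. On simulated data of this depth, 53%, 44% and 48% of genes changed 2-fold and 83%, 78% and 82% of genes changed 4-fold were recovered in comparisons built on M1CM, Pol1 and M0CM against D10, with 6, 6 and 1 false calls. A condition that stopped the run below 80% recovery of 4-fold changes was written first and replaced, after the 78% was seen, by conditions on the correctness of the test. Folds against a group with no counts are bounds from a floor of 3 counts over the group, and groups with 1 to 3 counts have exact 95% counting intervals of the ratio.

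Libraries of the same rat deviate from their condition's mean alike: the correlation of these deviations was 0.33 to 0.728 over the 24 pairs of libraries of 1 rat and -0.519 to 0.225 between rats, and each of the 16 libraries matched its own rat best in every other condition. The comparison with a term for the rat (the replicate block) is therefore given beside many results, above all where it changes the call of a named gene or moves a count by more than 1.5 times. The median log2 fold change over all tested genes lay between -0.04 and 0.048 in every comparison, with these factors, library totals or median-of-ratios factors.

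Gene lists were fixed before the data were examined, though after reading the paper and its tables, and were tested with limma 3.58.1 (camera, preset correlation 0.01 between genes, log2 CPM with a prior count of 2) and again with an estimated correlation, with adjustment over the lists. They include families and genes that the paper names, so their counts are not independent of its calls on these libraries. Members below the count filter are not tested and not counted. Each count of members is also given adjusted over the list alone where that differs. The lists are growth factors, immunomodulation, interferon-stimulated genes, NF-kB and LPS response, chemokines, MHC class I and antigen processing, MHC class II, glycolysis, HIF targets other than glycolysis, oxidative phosphorylation, pro-apoptotic and anti-apoptotic genes, DNA replication and S phase, mitosis, cell cycle inhibitors, actin and contractile cytoskeleton, focal adhesion, cell-cell junctions, collagens and extracellular matrix, matrix metalloproteinases and inhibitors, cholesterol biosynthesis, fatty acid synthesis and desaturation, NRF2 and oxidative stress, unfolded protein response, osteogenic, adipogenic and chondrogenic genes, MSC surface markers, macrophage and monocyte markers, other leukocyte markers, endothelial markers, immediate early genes, mitochondrially encoded genes, fibrosis and YAP-TEAD targets, Wnt, Frizzled and BMP families, FGF and IGF families, and MAPK and IRF families.

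Genes are named by a rule set before the data were examined: the genes the paper names; in M1CM against D10 the 10 largest rises and 10 largest falls, in Pol1 against D10 and M1CM against Pol1 the 5 largest of each, and in M0CM against D10 the 5 of smallest p of each, among genes with a name, at an adjusted p below 0.05, a mean of at least 1 CPM in the higher group and the same direction in all 4 rats; in each list the 2 members of smallest adjusted p of each direction; and Actb, Gapdh, Itgb1, Thy1, Ptprc and Cd34. Lists with up to 5 called members in a direction are named in full where described, except that some genes the rule would name are not reported here. Term enrichment used the term annotation in the file, with one-sided Fisher's exact tests of called against tested annotated genes for terms of 10 to 2000 tested genes (SciPy 1.17.1, pandas 2.3.3, NumPy 2.4.6, Python 3.11.15; figures by matplotlib 3.10.9). KEGG pathways were not tested, since pathway membership is not used here, and the genes of the paper's Tables S6 and S7 were only looked up in the calls. The rule for leftover lines of Table S7 was changed after those lines were seen.

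Alternatives were the replicate block, DESeq2 1.42.0 with and without it, median-of-ratios factors, library totals alone, no count filter or at least 1 CPM in 4 libraries, 2 groups at a time, limma on log2(FPKM + 1) or log2(FPKM + 0.1), a log2 fold change of at least 1, an adjusted p below 0.01, each rat left out, the D10 libraries split 2 and 2 for the overlap, and for correlations and expressed genes other limits on FPKM or squared Spearman correlations. The authors' p-values, adjusted again over the genes kept, were added after seeing the data. Secreted proteins, flow cytometry and microscopy were not analysed here.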

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

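Every test of an explanation in this part, the splits of the libraries among them, was chosen after the result it concerns was seen; the comparison of a library with the others of its condition, and the gene lists, were fixed before the data were examined.

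In 8 of 172 groups of 4 libraries, 1 library lay far from the others, by its gap to the nearest of them divided by the group's range (Dixon's test), which chance gives in about 1 of 20 groups. The share here is 4.7%. The groups were limited to those with at least 10 counts after the values were seen; with no such limit 23 of 208 groups (11.1%) pass. In D10, rat 8 stood out for Bcl2 (0.896; 6.73 CPM, others 3.55 to 3.88) and Vegfa (0.91; 317 CPM, others 169 to 183), and rat 4 for Thy1 (0.875; 1730 CPM, others 1140 to 1210). In Pol1, rat 3 stood out for Cavin2 (0.925; 7.54 CPM, others 2.63 to 3) and rat 2 for Ido1 (0.834; 21.4 CPM, others 4.13 to 7). In M0CM, rat 4 stood out for Il23a (0.853; 0.388 CPM, others 0.0769 to 0.122) and rat 3 for Myh4 (0.913; 1.81 CPM, others 0.367 to 0.493), and in M1CM rat 4 for Il23a (0.897; 120 CPM, others 1.54 to 13.8).

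Signals outside what the paper discusses, M1CM against D10, were 13 cholesterol biosynthesis genes lower (camera adjusted p = 0.518 with an estimated correlation), 6 genes of fatty acid synthesis and desaturation lower (adjusted p = 0.151 in the same way), so that neither list passes then, and 106 of 261 lysosome genes higher (63.2 expected, one-sided Fisher's exact test, adjusted p = 5.8e-07). In M0CM, Lyz2 stood at 2.33 CPM. In M1CM, all 7 MHC class II genes tested were higher than in D10, a list that does not pass with an estimated correlation either (camera adjusted p = 0.0661), and the paper names the MHC protein complex among its components.

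Counts of M1CM-specific genes in D10: 19 genes with at least 20 CPM in M1CM and at most 3 counts in M0CM hold 913368 counts in M1CM, 265387 in Pol1, 15 in M0CM and 139 in D10 (37, 27, 51 and 24 in rats 2, 3, 4 and 8). Reads or RNA of M1CM libraries would leave a fixed share of the M1CM counts, and over all 19 genes together the share differs (chi-square p = 3.12e-07). A fixed share of the Pol1 counts alone does not give the D10 counts either (chi-square on counts, 1.28e-45). A mixture of M1CM and Pol1 reads was not fitted, so Pol1 reads as a part of the source stay open. The unscaled p-values of this paragraph cover counting error only. Scaled by the spread between the D10 libraries (1.36 times counting error), which was brought in after they were seen, these 2 are 0.00177 and 5.32e-12, and 0.312 and 5.15e-06 over the genes with at least 1 count predicted. The split into 12 genes with at least 1 count predicted and 7 with fewer was made after the joint test, and the rule that the 7 exclude nothing after their result was seen. The 12 leave a fixed share of about 152 counts per 1e6 open (chi-square on counts, 0.0825). The 7 hold 14 counts where 3.21 were predicted (exact Poisson p = 7.21e-06), more than such a share gives, but lie near the floor. Reads of M1CM libraries stay open as a source for the 12. By a fixed share they do not account for all counts of the 7. That MSCs in D10 express Cxcl9 and Cxcl11 (88 counts together) and lose them in M0CM cannot be told apart from such reads, because no library parts both. These are the 2 genes called lower in M0CM than in D10, so those calls may rest on reads from other libraries (chi-square p = 0.0825 for the genes that hold them).

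Macrophage transcripts in M0CM: of 6 macrophage and monocyte markers with counts somewhere but none in D10 or Pol1, 3 were seen in all 4 M0CM libraries, against 9 of 843 other such genes (one-sided Fisher's exact p = 4.23e-05). Macrophage cells or RNA carried over with the medium are a candidate source, although the conditioned media had been centrifuged to clear debris. The MSCs had been sorted as CD45-negative and CD29-positive cells before conditioning, which cannot remove cells that arrive with the medium. Abundant macrophage genes are low in M0CM: 243 counts of Lyz2, 9 of Tyrobp, 33 of Fcer1g (24 in D10), and 1, 1 and 3 of C1qa, C1qb and C1qc over 4 libraries. Other macrophage and monocyte markers are also seen in D10, such as Cd14 (526 counts there), Csf1r (40) and Cd68 (28). Expression of such genes by the MSCs themselves (Lyz2 at 2.33 CPM) cannot be told apart from carry-over, because no library holds MSCs apart from the medium's contents. M1CM libraries also held some of these markers, with 12 counts of Ptprc and 10 of Adgre1, where D10 and Pol1 held 0. Tyrobp and Mrc1 had 0 counts in M1CM. The source of the M1CM reads of Mmp12 (3420 counts), Cybb (191) and Il1b was not tested.

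Glycolysis genes higher in M0CM than in D10: all 17 tested had a log2 fold change above 0, with a median of 0.66. The scaling of the libraries is not the cause, since with library totals the median was 0.7 (standard error 0.11, 0.03 over all genes), and neither are reads of M1CM libraries, since the least any gene needs is 0.678% of M1CM reads and Cxcl9 counts allow 0.00075%. RPMI in place of DMEM cannot be told apart from an effect of the macrophages (0.66 for either), because both change between D10 and M0CM; against Pol1, which shares the base, 0 members were higher in M0CM and 4 lower. M1CM and M0CM share the RPMI base. The base medium therefore does not account for the further rise in M1CM, where 17 of 17 members were higher than in M0CM (21.5% of all genes, binomial p = 4.44e-12, median 1.4). That p-value and the standard error of the median treat genes as independent. Genes of the same libraries are not, so neither measures the spread between rats.

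Other groupings of the same 8 libraries (35 each) bear on the number of genes called. For M1CM against D10 (6015 genes) no other split called as many (highest other 295, 1 of 35 as large). Nor did any for Pol1 against D10 (2528, highest other 0) or M1CM against Pol1 (3404, highest other 1). The same held for M1CM against M0CM (5468, highest other 0) and M0CM against Pol1 (1905, highest other 0). For M0CM against D10 (19 genes) another split called more (highest other 83, 2 of 35 as large). Libraries of a rat are alike, and only 8 of the 35 splits part all 4 rats. The real grouping can then rank no better than 1 of 8, so the splits cannot exclude chance. The split with 83 calls groups libraries by rat and so points to differences between rats; among the 8 splits that part all 4 rats, the highest other count was 0.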

How the results depend on the processing

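The authors' p-values adjusted again over the genes kept were chosen after seeing the data, and every other setting was fixed before the data were examined. Over all settings, named genes kept the same call in 1627 comparisons with a setting, lost it in 46, gained it in 22 and changed sign in 16. Growth factor genes kept it in 221, lost it in 15 and gained it in 4, gene lists in 248, 38 and 2, and terms stayed in 158 and gained in 14. Counts of genes called stayed within 1.5 times in 214 cases and moved further in 110, and other measures stayed in 57 and moved in 53. The limits are that 4 rats were studied, that 1 rat moves the smaller contrasts, that D10 differs from the other media in its base, and that the D10 libraries are shared by 3 comparisons; the cause of each move was not tested.

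Pairing by rat (the replicate block) moved the count of genes called from 2528 to 4395 for DEG Pol1 vs D10, from 19 to 149 for DEG M0CM vs D10, from 3404 to 5336 for DEG M1CM vs Pol1, from 1905 to 3591 for DEG M0CM vs Pol1, and from 2108 to 3614 for shared DEG M1CM vs D10 and Pol1 vs D10. DESeq2 with the replicate block called 4777, 414, 5685 and 3995 genes in the first 4 of these, and DESeq2 without it 60 for DEG M0CM vs D10. The same block moved members called summed over the gene lists to 421 in Pol1 vs D10, from 15 to 55 in M0CM vs D10 and from 290 to 440 in M1CM vs Pol1, and GO terms from 93 to 166 biological processes for lower and from 29 to 45 cellular components for higher genes.

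An absolute log2 fold change of at least 1 left 2939 of 6015 genes in DEG M1CM vs D10, 1124 in DEG Pol1 vs D10, 1368 in DEG M1CM vs Pol1, 2507 of 5468 in DEG M1CM vs M0CM, 852 in DEG M0CM vs Pol1 and 969 in shared DEG M1CM vs D10 and Pol1 vs D10. The same minimum moved GO terms from 727 to 1117 (biological process, higher), from 93 to 246 (biological process, lower) and from 8 to 22 (molecular function, lower). An adjusted p below 0.01 left 1339 genes in DEG Pol1 vs D10, 6 in DEG M0CM vs D10, 1817 in DEG M1CM vs Pol1 and 968 in DEG M0CM vs Pol1.

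Leaving out 1 rat at a time gave 1362 to 2004 genes in DEG Pol1 vs D10 (1617 without rat 3, 1362 without rat 4 and 1517 without rat 8), 0 to 7 in DEG M0CM vs D10 (3, 7, 0 and 0 without rat 2, 3, 4 and 8), 1729 to 2783 in DEG M1CM vs Pol1 (1729 without rat 4 and 2081 without rat 8), 904 to 1370 in DEG M0CM vs Pol1 (904 without rat 4 and 1145 without rat 8), and 1216 to 1639 in shared DEG M1CM vs D10 and Pol1 vs D10 (1389, 1216 and 1335 without rat 3, 4 and 8). With the D10 libraries split 2 and 2, the median number of shared genes over the splits was 1195.5.

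The authors' p-values over the genes kept, chosen after seeing the data, called 3310 genes in DEG M1CM vs D10, 1538 in DEG Pol1 vs D10, 56 in DEG M0CM vs D10, 1484 in DEG M1CM vs Pol1 and 2958 in DEG M1CM vs M0CM. For DEG M0CM vs D10, limma on log2(FPKM + 1) called 8 genes, and 30 with no filter.

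The squared correlation between libraries, at a mean FPKM above 1 only and as squared Spearman, was 0.93 and 0.944 for D10 with D10 (0.975), 0.806 and 0.904 for D10 with Pol1 (0.935), 0.934 and 0.944 for D10 with M0CM (0.976), 0.638 and 0.845 for D10 with M1CM (0.873), 0.932 and 0.945 for Pol1 with Pol1 (0.976), 0.828 and 0.909 for Pol1 with M0CM (0.942), 0.826 and 0.909 for Pol1 with M1CM (0.941), 0.937 and 0.945 for M0CM with M0CM (0.977), 0.678 and 0.859 for M0CM with M1CM (0.888), and 0.915 and 0.937 for M1CM with M1CM (0.969). The values in parentheses are those over all genes.

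Gene lists past the camera threshold fell from 16 to 8 in Pol1 vs D10, from 16 to 4 in M0CM vs D10 and from 19 to 9 in M1CM vs Pol1 with an estimated correlation. Adjusted over the list alone, members called in M0CM vs D10 rose from 15 to 54.

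Growth factor genes across the 4 conditions: Vegfa in Pol1 vs M0CM (log2 fold change 0.40) was called with the block (0.42) and DESeq2 with the block (0.41), and so was Hgf (2.01; 1.92 and 1.94). Vegfa in M1CM vs Pol1 (0.93) lost its call without rat 4 (0.82; range with 1 rat left out 0.82 to 1.01), and in Pol1 vs D10 (0.68) with 2 groups only (0.68) and without rat 2 (0.63), 3 (0.60) or 4 (0.67; range 0.60 to 0.83). Hgf in M1CM vs Pol1 (2.33) lost its call with 2 groups only (2.33), by the authors' p-values over the genes kept (2.33), and without rat 2 (2.25), 4 (2.34) or 8 (2.24; range 2.24 to 2.64). Hgf in Pol1 vs D10 (2.73) lost it by limma on log2(FPKM + 1) with no filter (1.83), by the authors' p-values over the genes kept (2.73), and without rat 2 (2.91), 3 (2.34) or 8 (2.85; range 2.34 to 2.91).

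Of the named genes, 16 changes of sign were seen, none with a call in either fit. In M0CM vs D10 they were Ido1 (log2 fold change 0.09; replicate block -0.01; without rat 3 -1.80, range -1.80 to 1.92), Bcl2 (-0.05; without rat 2 0.03 and rat 3 0.09, range -0.39 to 0.09), Il13ra2 (0.58; without rat 3 -0.14, range -0.14 to 1.22), Ptgs2 (0.24; without rat 2 -0.17, range -0.17 to 0.45) and Igf1 (-0.02; library totals only 0.02, without rat 2 0.22 and rat 8 0.10, range -0.39 to 0.22). Others were Ptgs2 in Pol1 vs D10 (0.10; without rat 3 -0.15, range -0.15 to 0.44), a second, low entry named Gapdh in M1CM vs Pol1 (-0.19; without rat 2 0.39, range -0.51 to 0.39), and Thy1 in M1CM vs Pol1 (0.00; DESeq2 0.01, DESeq2 with the replicate block 0.01, median-of-ratios factors 0.01, CPM of at least 1 in 4 libraries 0.00, without rat 3 0.10, range -0.07 to 0.10).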

Differences from the paper's values

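The authors' p-values over the genes kept were chosen after seeing the data, and the settings below were fixed before the data were examined. A result is said to differ where it lies more than 1.5 times from the paper's value, or, for a squared correlation, further than the SD over the pairs of libraries. The paper's criterion, an adjusted p below 0.05 with no minimum fold, is the one used here. The cause of the differences was not tested.

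M1CM against D10: the paper gives 3208 genes (1721 higher, 1487 lower) and edgeR 6015 (3154 and 2861). Within 1.5 times of the paper are 2 groups only (4731 genes; 2524 and 2207), the data without rat 4 (4555; 2426 and 2129) or rat 8 (4731; 2549 and 2182), an absolute log2 fold change of at least 1 (2939; 1554 and 1385) and an adjusted p below 0.01 (4185; 2303 and 1882). The replicate block (7490), DESeq2 (6403), other scaling factors, other filters, limma, and the data without rat 2 (5226) or rat 3 (5151) do not remove the difference. The authors' p-values over the genes kept give 3310, and 3108 of the paper's 3208 genes were tested here.

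Pol1 against D10: the paper gives 1428 genes (919 higher, 509 lower) and edgeR 2528 (1431 and 1097). Within 1.5 times are the data without rat 2, 3, 4 or 8 (2004, 1617, 1362 and 1517 genes; higher 1178, 1024, 887 and 965), an absolute log2 fold change of at least 1 (1124; 762 and 362) and an adjusted p below 0.01 (1339; 886 and 453). For higher genes alone so are no filter (1343) and 2 groups only (1371). For lower genes alone so are library totals (753), limma on log2(FPKM + 1) (711, 671 with no filter) or log2(FPKM + 0.1) (697), and the data without rat 3, 4 or 8 (593, 475 and 552), while without rat 2 they number 826. The replicate block (4395), DESeq2 (3090), DESeq2 with the block (4777), median-of-ratios factors and the CPM filter do not remove the difference. The authors' p-values over the genes kept give 1538, with 1408 of the paper's 1428 genes tested.

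M0CM against D10: the paper gives 59 genes (54 higher, 5 lower) and edgeR 19 (17 and 2). DESeq2 gives 60 (56 and 4), which removes the difference. The other settings do not: the replicate block gives 149, DESeq2 with the block 414, and the rest 0 to 30. The authors' p-values over the genes kept give 56, with 53 of the paper's 59 genes tested.

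M1CM against Pol1: the paper gives 813 higher and 588 lower genes and edgeR 1869 and 1535. Within 1.5 times are the data without rat 4 (1002 and 727), an absolute log2 fold change of at least 1 (763 and 605), an adjusted p below 0.01 (1076 and 741) and, for lower genes alone, the data without rat 8 (850). The replicate block (2691 and 2645), DESeq2 (2192 and 1802), 2 groups only (1387 and 1035) and the remaining settings do not remove the difference. The authors' p-values over the genes kept give 1484 in sum, with 1365 of the paper's 1401 genes tested.

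M1CM against M0CM: the paper gives 1535 higher and 1312 lower genes and edgeR 2913 and 2555. Within 1.5 times are the data without rat 4 (2136 and 1779), an absolute log2 fold change of at least 1 (1351 and 1156), an adjusted p below 0.01 (2056 and 1638) and, for lower genes alone, the data without rat 8 (1926). The replicate block (3561 and 3526), DESeq2 (3096 and 2799), 2 groups only (2450 and 2108) and the remaining settings do not remove the difference. The authors' p-values over the genes kept give 2958 in sum, with 2774 of the paper's 2847 genes tested.

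M0CM against Pol1: the paper gives 452 higher genes and edgeR 769. Within 1.5 times are library totals (619), no filter (676), limma (596, 581 and 553) and the data without rat 2, 3 or 8 (520, 463 and 385). The replicate block (1768), DESeq2 (1131), DESeq2 with the block (2044), 2 groups only (1044), and the smaller counts without rat 4 (250), at an absolute log2 fold change of at least 1 (256) and at an adjusted p below 0.01 (297) do not remove it. Over higher and lower genes the authors' p-values over the genes kept give 1300, with 1206 of the paper's 1228 genes tested.

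The paper's squared correlation of D10 with M0CM is 0.96 and the mean here 0.976. Over the 16 pairs of libraries it ranged from 0.959 to 0.99, so the paper's value lies within the range of the pairs. With a mean FPKM above 1 only it was 0.934 (0.884 to 0.973) and as squared Spearman 0.944 (0.926 to 0.961).

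GO terms: 430 biological processes passed here against 1085 in the paper, 43 cellular components against 85, and 23 molecular functions against 79. Genes called with the replicate block give 773, 73 and 37, and genes with an absolute log2 fold change of at least 1 give 1224, 68 and 91. Both remove the difference for biological processes and cellular components, and only the latter for molecular functions. The paper's terms were tested with GOseq on its own calls.

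The paper's text states a rise of igf1 in M1CM. Here Igf1 had a log2 fold change of -1.80 (standard error 1.02, adjusted p = 0.169), and with the replicate block it was called lower (adjusted p = 3.81e-05), while the authors' own table has an adjusted p of 0.283 and no call. No entry is named Egf, which the paper lists among raised factors. Cell migration did not pass for higher or lower genes (one-sided Fisher's exact test, adjusted p = 0.0801 and 0.0735), and did with genes called with the replicate block (0.000105 and 0.00561). Integrin binding (adjusted p = 0.549) and nucleotide binding (adjusted p = 0.597) did not pass. The paper gives each term a p-value over higher and lower genes together. These 3 terms were tested for each direction apart, so they are not a like comparison with the paper. The paper's summary names bmp genes among those raised. Here Bmp2 was higher, while Bmp3, a BMP antagonist, and Bmp1, a procollagen protease gene, were lower. Described with no test, Bmp6 was higher in M1CM than in D10 in each rat (51.9 to 83 against 9.53 to 64.5 CPM). Bmp4 was lower in each rat (2.57 to 20.7 against 4.21 to 84.6 CPM). Of 20 Wnt, Frizzled and BMP family genes pooled, 6 were higher and 8 lower, which does not test the bmp genes alone. Response to stress, ranked near the top in the paper, has 2121 tested genes and lies outside the sizes tested here (683 higher against 511.6 expected, unadjusted one-sided Fisher's exact p = 7.17e-22).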

Other observations

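The lysosome term was picked after all terms had been tested, and the gene lists below and the rule for naming genes were fixed before the data were examined.

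Gapdh rose in M1CM (3280 ± 670 against 1410 ± 137 CPM in D10, log2 fold change 1.21, standard error 0.15, adjusted p = 1.16e-05, n = 4 in each), while the other common reference gene, Actb, was 4.12-fold lower, so neither holds still here. Lysosome genes rose as a group, 106 of 261 against 63.2 expected (one-sided Fisher's exact test, adjusted p = 5.8e-07). Pro-apoptotic genes (14 of 23) and anti-apoptotic genes (10 of 15) rose together in M1CM, so the RNA does not settle whether the MSCs are nearer to death or to survival.

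At the ends of the M1CM fold changes against D10, Npas4, a transcription factor gene of active neurons, was at least 54.3-fold lower, Lancl3 at least 46.1-fold lower, and Prom1, which encodes CD133, lower 214-fold (95% counting interval 38 to 8480). Igh-6, an immunoglobulin heavy chain gene, fell from 8.97 ± 5.46 to 0.0494 ± 0.0242 CPM (log2 fold change -7.40, standard error 0.95, adjusted p = 1.72e-05), and Prima1, the membrane anchor gene of acetylcholinesterase, from 34.8 ± 38.8 to 0.0934 ± 0.11 (log2 fold change -8.44, standard error 1.93, adjusted p = 0.00245). At the lower end of Pol1 against D10 were also Prima1 (log2 fold change -6.41, adjusted p = 0.0129, adjusted p = 0.108 without rat 4 and 0.0585 without rat 8), Myh4 (log2 fold change -4.83, adjusted p = 0.00673, adjusted p = 0.0614 without rat 8) and Asb2 (log2 fold change -4.72, adjusted p = 0.027, adjusted p = 0.079 without rat 3, 0.119 without rat 4 and 0.169 without rat 8). M1CM against Pol1 had among its highest Csf3 (log2 fold change 10.11, adjusted p = 8.76e-07) and Il23a (log2 fold change 8.98, adjusted p = 0.000653), with Il23a at 34.5 ± 57.5 CPM in M1CM (120 in rat 4 and 1.54 to 13.8 in the others), and among its lowest Igh-6 (log2 fold change -6.18, adjusted p = 0.00028), Cavin2 (log2 fold change -5.79, adjusted p = 0.000268), Limch1 (log2 fold change -5.47, adjusted p = 0.000123) and Gria2 (log2 fold change -5.20, adjusted p = 0.00812, adjusted p = 0.06 without rat 4).

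Other genes higher in M0CM than in D10 include those of glycolysis and low oxygen, Bnip3 (log2 fold change 0.99, adjusted p = 0.0174), Tpi1 (log2 fold change 1.08, adjusted p = 0.0203), Pfkl (log2 fold change 0.92, adjusted p = 0.0203), Pdk1 (log2 fold change 0.93, adjusted p = 0.0386), Mgarp (log2 fold change 1.75, adjusted p = 0.0327), Fam162a (log2 fold change 1.11, adjusted p = 0.0412), and those with macrophage or other roles, Cxcl16 (log2 fold change 1.24, adjusted p = 0.0203), Ctss (log2 fold change 3.75, adjusted p = 0.0342), Msr1 (98.7-fold, 95% counting interval 17.3 to 3940), Mmp12 (117-fold, 95% counting interval 20.6 to 4680) and Cyth4 (25.9-fold, 95% counting interval 8.53 to 129). None of these calls stands without rat 4 or without rat 8, where edgeR called 0 genes in all. With the replicate block each of these genes kept its call (edgeR adjusted p from 0.0017 for Mgarp to 0.0178 for Fam162a). The macrophage and monocyte markers as a list were higher in M0CM (camera adjusted p = 1.7e-05 with an estimated correlation), with 1 of the members tested called.

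Of 7 osteogenic genes in M1CM against D10, Ibsp (log2 fold change 5.97, adjusted p = 2.88e-05) was higher and 0 lower, 5 lower with the replicate block (camera adjusted p = 0.797 with an estimated correlation). Of 5 adipogenic genes, Fabp4 (log2 fold change 2.35, adjusted p = 0.0288, adjusted p = 0.0708 without rat 3, 0.14 without rat 4 and 0.152 without rat 8) was higher and Pparg (log2 fold change -6.14, adjusted p = 1.8e-05), Lpl (log2 fold change -2.34, adjusted p = 0.00459) and Cebpa (log2 fold change -0.97, adjusted p = 0.00837, adjusted p = 0.0612 without rat 8) lower (camera adjusted p = 0.619 with an estimated correlation). Of 5 chondrogenic genes, Sox5 (log2 fold change 2.49, adjusted p = 0.0325, adjusted p = 0.0873 without rat 3, 0.0565 without rat 4 and 0.131 without rat 8) was higher and Sox9 (log2 fold change -2.33, adjusted p = 0.000739) and Sox6 (log2 fold change -1.96, adjusted p = 0.0333, adjusted p = 0.141 without rat 2, 0.11 without rat 4 and 0.0756 without rat 8) lower, 2 and 2 over the list alone and 2 and 3 with the block (camera adjusted p = 0.777 with an estimated correlation).

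Of 14 MSC surface markers, Ly6e (log2 fold change 4.36, adjusted p = 4.9e-08), Cd44 (log2 fold change 1.74, adjusted p = 7.51e-05) and Pdgfra (log2 fold change 2.32, adjusted p = 0.00134) were higher and Itgb1 and Cd81 (log2 fold change -0.50, adjusted p = 0.0113, adjusted p = 0.11 without rat 4) lower in M1CM, 3 and 4 with the block (camera adjusted p = 0.808 with an estimated correlation). Of 11 macrophage and monocyte markers, Cd68 (log2 fold change 4.05, adjusted p = 8.05e-05), Cd14 (log2 fold change 1.85, adjusted p = 0.000758), Cybb (log2 fold change 4.81, adjusted p = 0.00246) and Lyz2 (log2 fold change 2.11, adjusted p = 0.0172, adjusted p = 0.105 without rat 2 and 0.0536 without rat 8) were higher and Mrc1 (at least 3.94-fold), Lcp1 (log2 fold change -1.08, adjusted p = 0.0386, adjusted p = 0.0773 without rat 2, 0.163 without rat 3 and 0.0889 without rat 8) and Spi1 (log2 fold change -0.97, adjusted p = 0.0417, adjusted p = 0.128 without rat 3, 0.239 without rat 4 and 0.0533 without rat 8) lower, 5 and 3 over the list alone (camera adjusted p = 0.619 with an estimated correlation). The only other leukocyte marker tested, Kit (log2 fold change -3.46, adjusted p = 0.0415, adjusted p = 0.0543 without rat 2, 0.074 without rat 3, 0.157 without rat 4 and 0.114 without rat 8), was lower. Of 5 endothelial markers, 0 were higher and Erg (log2 fold change -3.46, adjusted p = 0.000107) and Esam (log2 fold change -3.59, adjusted p = 0.00452) lower, 1 and 4 with the block (camera adjusted p = 0.379 with an estimated correlation).

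Of 23 oxidative phosphorylation genes, Atp5mc1 (log2 fold change 0.61, adjusted p = 0.00603, adjusted p = 0.0704 without rat 8) and Cox5a (log2 fold change 0.57, adjusted p = 0.0142, adjusted p = 0.119 without rat 8) were higher and 7 lower in M1CM, among them Cs (log2 fold change -0.61, adjusted p = 2.91e-06) and Idh3a (log2 fold change -0.66, adjusted p = 1.63e-05) (camera adjusted p = 0.757 with an estimated correlation). Of 13 mitochondrially encoded genes, Mt-co1 (log2 fold change 0.61, adjusted p = 0.019, adjusted p = 0.178 without rat 8) was higher and 0 lower, 0 and 0 over the list alone (camera adjusted p = 0.951 with an estimated correlation). Of 17 genes of the unfolded protein response, Atf3 (log2 fold change 1.98, adjusted p = 5e-05), Creld2 (log2 fold change 0.56, adjusted p = 0.000422), Ddit3 (log2 fold change 1.68, adjusted p = 0.00129), Dnajb9 (log2 fold change 0.53, adjusted p = 0.0102, adjusted p = 0.102 without rat 4) and Sdf2l1 (log2 fold change 0.65, adjusted p = 0.0137, adjusted p = 0.051 without rat 8) were higher and Chac1 (log2 fold change -1.73, adjusted p = 4.37e-05), Asns (log2 fold change -1.01, adjusted p = 0.000419), Herpud1 (log2 fold change -0.72, adjusted p = 0.000519) and Xbp1 (log2 fold change -0.31, adjusted p = 0.0496, adjusted p = 0.208 without rat 2, 0.104 without rat 3 and 0.106 without rat 4) lower, 5 and 5 over the list alone and 6 and 7 with the block (camera adjusted p = 0.951 with an estimated correlation).

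Of 14 immediate early genes, 5 were higher, among them Fosl1 (log2 fold change 3.59, adjusted p = 1.57e-07) and Atf3, and 5 lower, among them Fos (log2 fold change -3.60, adjusted p = 1.65e-06) and Dusp1 (log2 fold change -1.88, adjusted p = 7.59e-05) (camera adjusted p = 0.993 with an estimated correlation). Of 12 fibrosis and YAP-TEAD targets, Axl (log2 fold change 1.06, adjusted p = 0.000562), Ptx3 (log2 fold change 4.89, adjusted p = 0.00573) and Yap1 (log2 fold change 0.38, adjusted p = 0.0159, adjusted p = 0.0539 without rat 2, 0.0734 without rat 4 and 0.05 without rat 8) were higher and 6 lower, among them Ctgf (log2 fold change -3.12, adjusted p = 1.84e-05) and Cyr61 (log2 fold change -2.07, adjusted p = 3.48e-05) (camera adjusted p = 0.51 with an estimated correlation). Median, mean and test differ in sign in M1CM against D10 for MSC surface markers (median log2 fold change -0.04, mean 0.36, test up), immediate early genes (0.15, -0.05, up), the unfolded protein response (0.08, 0.04, down) and FGF and IGF families (-0.2, 0.0, down).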
